# A DNA Contact Map for the Mouse *Runx1* Gene Identifies Novel Haematopoietic Enhancers

**DOI:** 10.1038/s41598-017-13748-8

**Published:** 2017-10-17

**Authors:** Judith Marsman, Amarni Thomas, Motomi Osato, Justin M. O’Sullivan, Julia A. Horsfield

## Abstract

The transcription factor Runx1 is essential for definitive haematopoiesis, and the *RUNX1* gene is frequently translocated or mutated in leukaemia. *Runx1* is transcribed from two promoters, P1 and P2, to give rise to different protein isoforms. Although the expression of Runx1 must be tightly regulated for normal blood development, the mechanisms that regulate *Runx1* isoform expression during haematopoiesis remain poorly understood. Gene regulatory elements located in non-coding DNA are likely to be important for *Runx1* transcription. Here we use circular chromosome conformation capture sequencing to identify DNA interactions with the P1 and P2 promoters of *Runx1*, and the previously identified +24 enhancer, in the mouse multipotent haematopoietic progenitor cell line HPC-7. The active promoter, P1, interacts with nine non-coding regions that are occupied by transcription factors within a 1 Mb topologically associated domain. Eight of nine regions function as blood-specific enhancers in zebrafish, of which two were previously shown to harbour blood-specific enhancer activity in mice. Interestingly, the +24 enhancer interacted with multiple distant regions on chromosome 16, suggesting it may regulate the expression of additional genes. The *Runx1* DNA contact map identifies connections with multiple novel and known haematopoietic enhancers that are likely to be involved in regulating *Runx1* expression in haematopoietic progenitor cells.

## Introduction

Runx1 is a key regulator of haematopoietic development. Deletion of *Runx1* in mouse embryos is lethal in embryonic stage (E) 12.5 due to the complete absence of definitive blood cell progenitors accompanied by extensive haemorrhaging^1,2^. Runx1 is crucial for haematopoietic stem cell (HSC) emergence and maintenance during development^3^, since conditional ablation of *Runx1* in adult mice results in HSC exhaustion^4^. In acute myeloid leukaemia (AML) and myelodysplastic syndrome, RUNX1 function is frequently altered through mutations or translocations^5^, resulting in dysregulation of its target genes. While mutations directly affecting the RUNX1 protein are common in leukaemia, mutations in regulatory elements that affect *RUNX1* expression remain enigmatic. As yet unidentified mutations in regulatory elements, such as enhancers, could alter *Runx1* expression, resulting in abnormal haematopoiesis.

*Runx1* is transcribed from two promoters, P1 and P2, to give rise to different protein isoforms^6^. Expression of these isoforms is tightly controlled during haematopoiesis. At the onset of mouse haematopoiesis (E7.5), preceding the generation of HSCs, expression of the P2 isoform(s) is predominant^7,8^. P1 is expressed soon after P2, and its expression is synchronised with the generation of HSCs^7,9^. P1 expression is predominant in the mouse fetal liver, the main site of definitive haematopoietic stem/progenitor cell (HSPC) development from E12.5 onward^9^.

Regulatory elements, such as enhancers, can control the expression of genes via long-range chromatin interactions^10^. One previously identified *Runx1* enhancer is located 24 kb downstream of the P1 transcriptional start site^11,12^. The +24 enhancer (also known as the +23^13^, or the +23.5^12^ enhancer) is active in HSCs that express *Runx1* during mouse embryogenesis^11–13^. The human equivalent of the +24 enhancer (+32 kb downstream of P1) directly contacts the promoters of *RUNX1* in leukaemia cell lines^14^. In addition to the +24 enhancer, putative regulatory elements for *RUNX1* have been identified upstream of *RUNX1*-P1 and between P1 and P2; however, whether they directly contact the *RUNX1* promoters has not been investigated^15,16^.

Here we used circular chromosome conformation capture sequencing (4C-seq) to identify regulatory elements that interact with an active *Runx1* P1 promoter, versus an inactive P2 promoter. While Hi-C provides genome-wide contact profiles, and Capture Hi-C enriches for interactions with preselected genomic features (usually promoters), 4C-seq can generate very high resolution contact profiles from ‘baits’ of particular interest^17^. Therefore, 4C-seq can yield richer information about a selected genomic region than Hi-C or Capture Hi-C. HPC-7 is a well characterised mouse HSPC line with genomic annotations, including transcription factor (TF) binding, histone modifications and chromatin accessibility^18–20^. 4C-seq in HPC-7 cells identified nine haematopoietic enhancers that interact with the P1 promoter and +24 enhancer, and that are occupied by haematopoietic TFs. Four of these were previously identified, three of which were functionally tested and two out of the three showed activity during mouse haematopoiesis^15^. Here we assessed the activity of all nine enhancers in zebrafish, and show that eight are active in zebrafish haematopoiesis. Further, the +24 enhancer was highly interactive both within a topologically associated domain (TAD) harbouring *Runx1*, as well as with loci outside the TAD. Collectively, our results point to the formation of a local ‘active chromatin hub’ controlling *Runx1* expression in haematopoietic cells.

## Results

We first confirmed that P1 is actively expressed in HPC-7 cells, while P2 is silent (Supplementary Fig. S1). 4C-seq in HPC-7 cells using the P1 and P2 promoters and the +24 enhancer as ‘baits’ identified genomic interactions at *Runx1* (Fig. 1a). Bait locations were designed taking into account cohesin and CTCF binding sites near both promoters and the +24 enhancer. 4C baits were designed to regions of interest (P1, +24, P2), allowing for comparison of interactions between the active P1 promoter and inactive P2 promoter, with secondary baits located at nearby cohesin/CTCF (cc) binding sites (P1cc, +24cc, P2cc) (Fig. 1a).

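The bait primers in Supplementary Table S3 were located around *Runx1* on chromosome 16 of mm10. Each had a single match in the region searched, from 92250000 to 93635000, and the rest of the genome was not searched. P1cc lay from 92827855 to 92828268, outside the *Runx1* gene and 1.99 kb upstream of the transcriptional start site of P1, and its forward primer was TGCAGCTACAGGCTTGGAT. The P1 bait (92825105 to 92826364) overlapped an exon of *Runx1*, and its centre lay 0.34 kb from the P1 start site. The +24 bait (92801573 to 92801997) and the +24cc bait (92800285 to 92800565) lay in intron 2 of the P1 transcript, 24.3 and 25.7 kb downstream of the P1 start site. P2cc (92698244 to 92698741) lay in the same intron, 1.16 kb upstream of the start site of P2, and the P2 bait (92697183 to 92697598) overlapped an exon 0.06 kb from it. *Runx1* is on the minus strand from 92601466 to 92826074, so upstream means a higher coordinate, and its promoters are 128.7 kb apart. The reverse primers of P1 and +24 matched the reference with 1 difference and the other bait primers with 0. No bait fragment was listed as an interaction of the same bait.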

**Figure 1:**
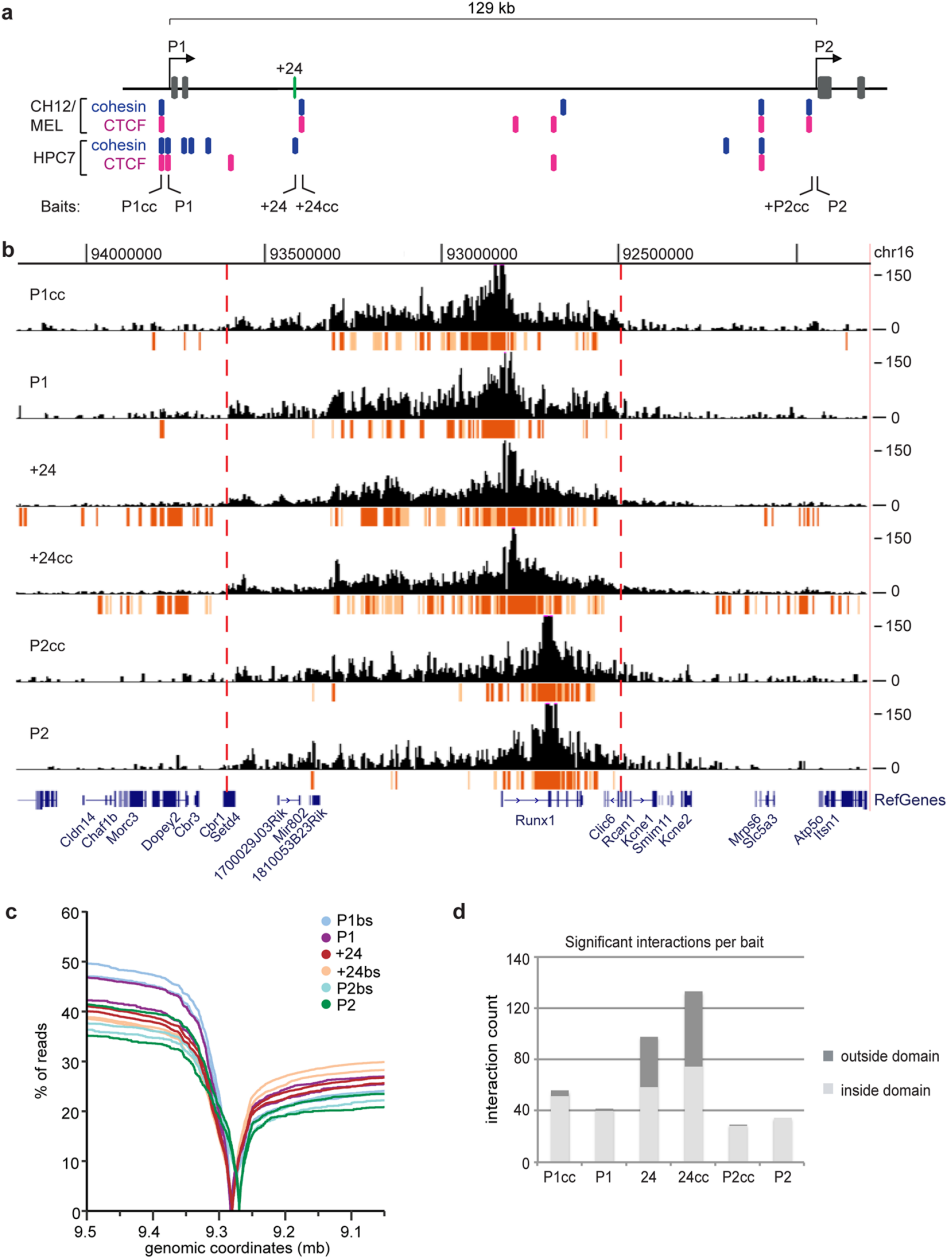
*Runx1* interaction profile reflects the activity of the P1 and P2 promoters and the +24 enhancer. (**a**) Location of 4C baits at the mouse *Runx1* gene (mm10). Baits are P1cc, P1, +24, +24cc, P2cc and P2; ‘cc’: cohesin and CTCF binding site. ChIP-seq data of Rad21 (blue) and CTCF (pink) in MEL and CH12 cells were obtained from ENCODE^51^ and in HPC-7 cells from^18,19^. Exons are in grey and the +24 enhancer is in green. (**b**) 4C-seq profile (read per million normalised running mean of nine successive *Dpn*II digestion fragments) for one replicate per bait with significant interactions (the top fifth percentile of interactions with a FDR of <0.01) that overlap in both replicates shown in a ~2.5 Mb region surrounding the *Runx1* gene. The highest significant interactions (see Methods) are in red and other significant interactions in orange. Red dotted lines indicate the location of estimated domain boundaries. (**c**) Read distribution for both replicates of each bait. Line graphs represent the cumulative percentage of reads on chromosome 16 (y-axis) versus the distance from the bait (x-axis), shown in genomic coordinates on chromosome 16 (genome version mm10). The 0-value of each line indicates the location of each bait. (**d**) The number of significant interactions that overlap in both replicates inside (light grey) and outside (dark grey) the domain for each bait.

### 4C-seq in HPC-7 cells confirms the presence of a 1.1 Mb domain harbouring *Runx1*

For each bait, two replicate 4C-seq libraries and one control library were sequenced. 

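4C-seq (circular chromosome conformation capture followed by sequencing) records which *Dpn*II digestion fragments were joined by ligation to a chosen fragment, the bait, in cross-linked nuclei. HPC-7 is a cultured mouse line of blood progenitor cells. With 2 replicates and 1 non-ligated control for each of 6 baits, 12 4C-seq libraries and 6 control libraries were made. The replicates came from cells of passage 8 and passage 10, and the control was a mix of both from which the first ligase had been left out. *Bfa*I was the second enzyme for the P1 and P2 baits and *Mse*I for the +24 baits. The authors mapped reads of at least 30 bp to mm10 with 0 mismatches, assigned them to *Dpn*II fragments, and then removed the reads on fragments with 1 or more control reads. In each replicate they called significant interactions with fourSig, with a window of 3 fragments, 1000 iterations and a false discovery rate of 0.01. Calling was done once for the whole of chromosome 16 and once for the region from 92250000 to 93635000, which is called the domain here. The deposited list of each bait holds the fragments that were significant in both replicates, as category 1 alone and as categories 1 and 2 together. Its score column has the value 1000 throughout and was not used.

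The lists held 536 fragments for P1cc, 395 for P1, 913 for +24, 1206 for +24cc, 314 for P2cc and 309 for P2. Of these, 350, 341, 727, 804, 268 and 258 fragments, in the same order, were category 1. Each listed fragment coincided with 1 *Dpn*II fragment of chromosome 16, which has 232248 of them with a median length of 268 bp. The lists carry no read counts, so the depth behind an interaction is unknown, and the lower limit on reads per bait that the paper gives could not be set beside them. They also pool both replicates, so no spread between replicates can be given for any value, and the intervals and tests cover counting error only. Fragments that overlapped or abutted were merged into 1 significant interaction, which was placed by its midpoint. This was the choice that moved the counts most: without merging, +24 had 682 fragments inside the domain.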

Reads were predominantly located within a 1.1 Mb region surrounding the *Runx1* gene (Fig. 1b,c), representing a TAD harbouring *Runx1*. 

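On chromosome 16 of mm10, *Clic6* lies from 92498147 to 92541241, 60.2 kb downstream of *Runx1*. On the upstream side, *Setd4* lies from 93583460 to 93603815 and *Cbr1* from 93607837 to 93610349, which is 757 and 782 kb from *Runx1*. From the start of *Clic6* to the end of *Setd4* the distance is 1106 kb. The significant interactions that all 6 baits formed inside the domain ran from 92510139 to 93366066, a span of 856 kb. The outermost 260 kb on the *Clic6* side of the region in which interactions were called, and the outermost 269 kb on the *Setd4* side, held none. At *Clic6*, P1 had 1 interaction (92532667 to 92533274) and P2 had 1 (92510139 to 92512744), each of 2 fragments and 0 category 1 fragments. *Setd4* and *Cbr1* were overlapped by no interaction of any bait. The nearest one, of +24, began 33.8 kb beyond *Cbr1*.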

From visual inspection of the contact profile (Fig. 1b,c), domain boundaries appear to be present at the *Cbr1*/*Setd4* genes upstream of *Runx1*, and *Clic6* downstream (Fig. 1b). A comparison with existing Hi-C data from mouse embryonic stem cells, mouse CH12 (erythroleukaemia) cells, human GM12878 (lymphoblastoid), human K562 (myeloid leukaemia) and human IMR90 (foetal lung) cells revealed that TAD boundaries are conserved, and that our 4C data is consistent with existing Hi-C data (Supplementary Fig. S2). 

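Inside the domain, P1cc had 34 of its 45 significant interactions upstream of the P1 start site (75.6%, 95% Wilson interval 61.3 to 85.8%), and P1 had 26 of 35 (74.3%, 57.9 to 85.8%). For +24 the number was 33 of 54 (61.1%, 47.8 to 73.0%), and for +24cc it was 36 of 57 (63.2%, 50.2 to 74.5%). In length, the upstream interactions covered 174 kb for P1cc, 122 kb for P1, 187 kb for +24 and 201 kb for +24cc, against 50.9, 50.0, 120 and 158 kb covered by the remaining interactions of these baits in the domain.

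**Figure D1:**
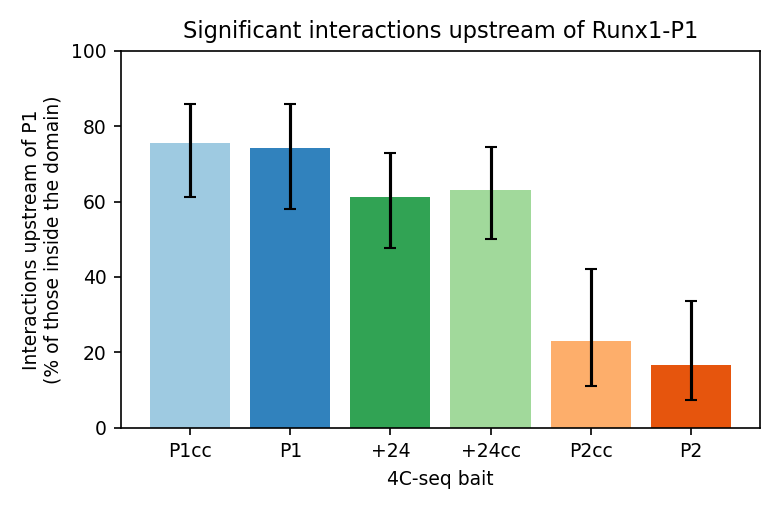
Share of each bait's significant interactions inside the domain that lay upstream of *Runx1*-P1 (y-axis, %), with 1 bar per 4C-seq bait (x-axis) and 95% Wilson intervals as error bars. The P1cc, P1, +24 and +24cc bars stand between 61.1 and 75.6%, and the P2cc and P2 bars at 23.1 and 16.7%.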

Most P1 and +24 interactions take place upstream of the *Runx1* gene (Fig. 1b,c). In contrast, there are fewer upstream interactions from P2, while downstream interactions are retained (Fig. 1b,c). 

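P2cc had 6 of its 26 significant interactions in the domain upstream of P1 (11.0 to 42.1%, Wilson), and P2 had 5 of 30 (7.34 to 33.6%). Within the *Runx1* gene, P2cc had 17 interactions and P2 had 21, against 7 for P1cc and 6 for P1. The +24 and +24cc baits had 18 and 16 there. Downstream of *Runx1*, P2cc had 3 and P2 had 4, P1cc and P1 had 4 and 3, and +24 and +24cc had 3 and 5. With the counts of each bait and its cc bait added, 60 of 80 P1 interactions and 11 of 56 P2 interactions lay upstream of P1, an odds ratio of 12.3 (two-sided Fisher's exact test, p = 1.29e-10, adjusted p = 2.58e-10 over 2 comparisons). For the +24 pair the number was 69 of 111, an odds ratio of 6.72 against the P2 pair (p = 2.13e-07 by the same exact test, 2.13e-07 after adjustment). Counted from each bait itself rather than from P1, the odds ratio of the +24 pair was 1.78 (p = 0.0965, exact test). A stretch called from both baits of a pair entered these tests once for each bait, so their p-values overstate the evidence.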

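Between *Clic6* and *Setd4*, the curated RefSeq annotation of mm10 places 5 genes on chromosome 16, of which 1, *Runx1*, is protein-coding. *1810053B23Rik* (93343716 to 93359543), *Mir802* (93369720 to 93369816) and *1700029J03Rik* (93396815 to 93458872) lie upstream of *Runx1*, and the long non-coding RNA gene *Gm30224* (92583409 to 92596148) lies downstream of it. *1810053B23Rik* was contacted within 2 kb upstream of its start by P1 (93359575 to 93363013, 6 fragments), P2cc (93360544 to 93361666, 3 fragments) and P2 (93359575 to 93366066, 15 fragments, of which 15 were category 1). The nearest interactions of P1cc, +24 and +24cc were 38.3, 32.3 and 43.9 kb from the gene. For *Mir802* and *1700029J03Rik* the nearest interaction of any bait was that of P2, at 3.65 and 30.7 kb.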

There are no other coding genes within the *Runx1* domain; however, three inactive non-coding genes^19^, *Mir802* and the long non-coding RNAs *1810053B23Rik* and *1700029J03Rik*, are located near the upstream border of the TAD.

Interactions from ‘cc’ baits (cohesin/CTCF binding sites) were similar to their nearby corresponding baits at P1, +24 and P2 (Fig. 1b). 

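Similarity was measured as the Jaccard index, the bases covered by significant interactions of both baits as a percentage of those covered by either, inside the domain. It was 45.8% for +24 and +24cc, 38.0% for P2 and P2cc, and 33.5% for P1 and P1cc. These were the highest 3 of the 15 pairs of baits. In the other 12 pairs it ranged from 5.13% for P1cc and P2 to 24.4% for P1cc and +24cc, with a median of 17.9%. Of the +24 interactions, 39 of 54 overlapped an interaction of +24cc. For P2 and P2cc the numbers were 21 of 30 and 18 of 26, and for P1 and P1cc they were 25 of 35 and 27 of 45. Of the 6 ways to pair the cc baits with the other baits, the real one gave the highest mean (one-sided exact permutation test, p = 0.167, the smallest p that 6 pairings allow). With interactions within 20 kb of the baits left out, the index fell most for the P2 pair, to 24.7%.

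**Figure D2:**
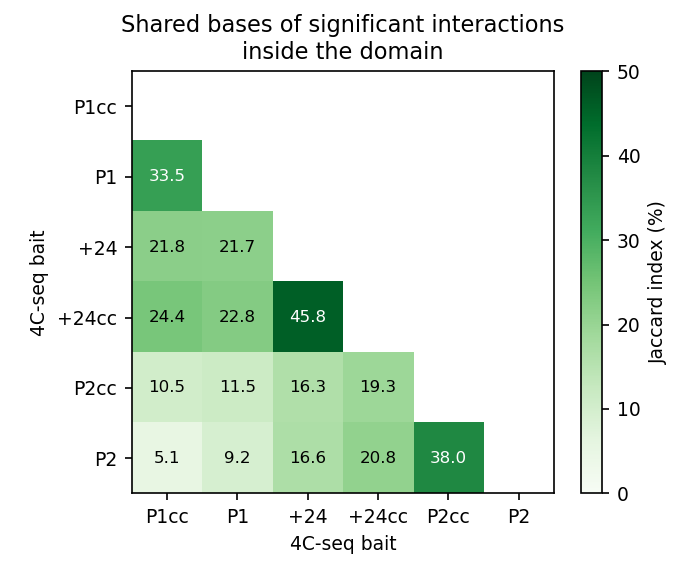
Jaccard index of the bases covered by significant interactions inside the domain (colour and printed value, %) for each pair of 4C-seq baits (both axes). The darkest squares are the 3 pairs of a bait with its own cc bait, from 33.5 to 45.8%.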

We investigated whether significant interactions for the ‘cc’ baits have more overlap with other cohesin or CTCF binding sites than for the non ‘cc’ baits, but did not find any difference (data not shown). The ‘cc’ baits may be too close to the corresponding P1, P2 and +24 baits to resolve unique interactions, although they are separated by at least one restriction fragment.

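Measured between bait centres, P1cc and P1 were 2.33 kb apart, +24 and +24cc 1.36 kb, and P2cc and P2 1.10 kb. Between their *Dpn*II fragments lay 7 further fragments for the P1 pair, 1 for the +24 pair and 1 for the P2 pair. The bait fragments measured 1230 bp for P1cc, 1267 bp for P1, 623 bp for +24, 1722 bp for +24cc, 985 bp for P2cc and 442 bp for P2. Around each bait, an unbroken run of fragments held no significant interaction of that bait. The run was 6 fragments for P1cc, P1 and P2cc, 7 for +24, 5 for +24cc and 17 for P2.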

### Chromatin interactions anchored by the *Runx1* P1 and P2 promoters and +24 enhancer

Most of the significant interactions for P1, P2 and the +24 enhancer occur within the 1.1 Mb domain (Fig. 1b). 

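Over the 6 baits, 247 of the significant interactions lay inside the domain and 106 outside it, so 70.0% were inside. The share inside was 91.8% for P1cc, 94.6% for P1, 96.3% for P2cc and 100% for P2, and lower for +24 (58.1%) and +24cc (48.7%). Interactions inside the domain covered 16.2% of its length for P1cc, 12.4% for P1, 22.1% for +24, 25.9% for +24cc, 10.0% for P2cc and 10.8% for P2. Their median length ranged from 2806 bp for P1 to 4983 bp for +24cc.

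**Figure D3:**
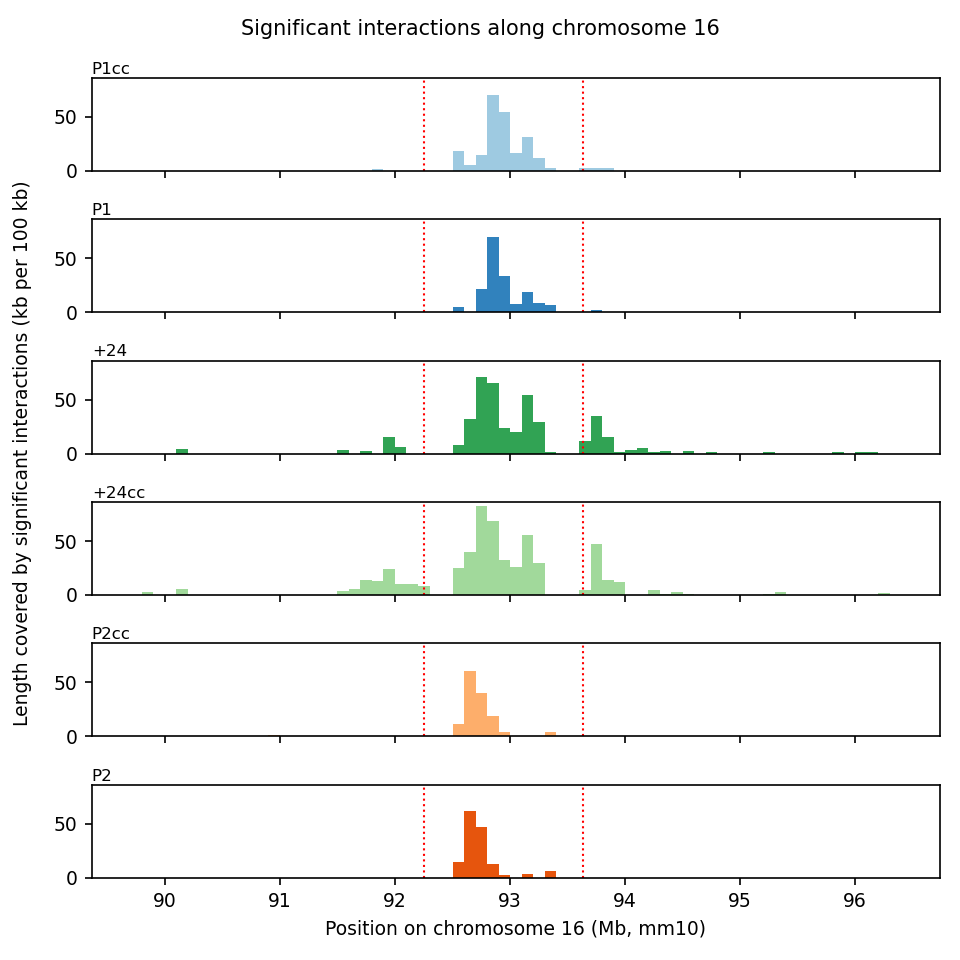
Length covered by significant interactions (y-axis, kb per 100 kb) along chromosome 16 (x-axis, Mb, mm10), with 1 panel per 4C-seq bait and red dotted lines at the ends of the domain. All 6 baits cover the part around *Runx1*, and +24 and +24cc also cover stretches beyond both lines.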

There are ~40–50 significant interactions for P1cc/P1 baits, ~60–75 for +24/+24cc baits, and ~30 for P2/P2cc baits (Fig. 1d). 

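Inside the domain the numbers of significant interactions were 45 for P1cc, 35 for P1, 54 for +24, 57 for +24cc, 26 for P2cc and 30 for P2. Outside the domain they were 4 for P1cc, 2 for P1, 39 for +24, 60 for +24cc, 1 for P2cc and 0 for P2. An interaction inside the domain spanned a median of 9 fragments for P1cc, 7 for P1, 9.5 for +24, 10 for +24cc, 8 for P2cc and 10 for P2. The longest was formed by +24cc, from 92733781 to 92763301 on chromosome 16 (mm10), a length of 29521 bp. Restricted to category 1, the numbers inside the domain were 26 for P1cc, 25 for P1, 31 for +24, 28 for +24cc, 19 for P2cc and 21 for P2.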

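The +24 and +24cc baits together had 99 of 210 significant interactions outside the domain (47.1%), and the P1cc, P1, P2cc and P2 baits together had 7 of 143 (4.90%). The odds ratio was 17.3 (95% interval 7.62 to 45.7, two-sided Fisher's exact test, p = 8.09e-20, adjusted p = 7.28e-19 over 9 comparisons). Each of +24 and +24cc was also compared with each of the other baits by the same exact test, and the largest adjusted p of the 9 comparisons was 0.000118. Among the alternatives run, the odds ratio moved most when fragments were not merged, to 27.3. The test compares lists of interactions, not replicates. Interactions inside and outside the domain were called separately, and within 150 kb of the domain's edges +24 had 0 interactions on the inner side and 9 on the outer side, all of them at the upstream edge. The +24 and +24cc libraries also differed from the others in their second restriction enzyme.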

Strikingly, the +24 enhancer in particular forms many significant interactions outside the *Runx1* domain (Fig. 1b,d). Many of these long-range interactions are with other genes or gene promoters on mouse chromosome 16 (Fig. 2). 

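Overlap with a gene body or the 2 kb upstream of its start was taken from the curated RefSeq genes of mm10. Outside the domain, 24 of the 39 interactions of +24 (61.5%, 95% Wilson interval 45.9 to 75.1%) and 38 of the 60 of +24cc (63.3%, 50.7 to 74.4%) overlapped a gene. After 10000 random circular shifts of the interactions along the span from the first to the last of them, a mean of 31.9% of the +24 interactions overlapped one (one-sided permutation test, p = 0.0806). That span includes the domain, where by definition none of these interactions lies, so the shifted positions were not limited to the outside. For +24cc the mean after shifts was 50.0% (p = 0.176, permutation test). Without the interactions more than 5000 kb from the bait, an alternative chosen after the data were seen, the observed share of +24 was 1.14 times that after shifts. The interactions of +24 overlapped 16 genes, of which 14 are protein-coding, and those of +24cc overlapped 19, of which 17 are protein-coding. All 15 genes labelled for +24 and all 17 labelled for +24cc in Fig. 2 were among them.

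Both baits overlapped 10 genes: *Itsn1*, *Slc5a3*, *Mrps6*, *Dop1b* (labelled *Dopey2* in Fig. 2), *2310043M15Rik*, *Morc3*, *Chaf1b*, *Cldn14*, *Hlcs* and *Kcnj15*. The most interactions were at *Dop1b* (93711907 to 93810588, 886 kb from *Runx1*), with 7 from +24 and 8 from +24cc, all with a category 1 fragment. *Itsn1* (91729371 to 91920579, 681 kb from *Runx1*) had 1 from +24 and 7 from +24cc. The P1cc bait contacted *Itsn1*, *Cbr3* and *Dop1b*, P1 contacted *Dop1b*, and P2cc contacted *Synj1* (90936097 to 91011308).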

Expression levels of these genes in human tissues according to Genotype-Tissue Expression (GTEx, https://www.gtexportal.org/home/)^21^ did not reveal obvious tissue-specific expression patterns. However, among the genes contacted by +24 are *Erg*, a haematopoietic TF, and *Tiam1* (T-cell lymphoma invasion and metastasis 1), involved in cell adhesion and cell migration. These distant connections suggest that +24 may also regulate other haematopoietic genes in adjacent domains.

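*Erg* lies on chromosome 16 of mm10 from 95359169 to 95586593, on the minus strand. The +24cc bait had 1 significant interaction in it, from 95365081 to 95367645, made of 3 fragments of which 0 were category 1. The +24 bait had none in *Erg*, and its nearest was 95.5 kb away. *Tiam1* lies from 89787111 to 89974699 in the curated RefSeq annotation, also on the minus strand. The +24cc bait had 2 interactions in it, one from 89846126 to 89847161 with 2 category 1 fragments and one from 89896280 to 89898005 with 0. The nearest interaction of +24 (90112168 to 90113482, 2 category 1 fragments) was 137 kb from this gene model. In the GENCODE annotation, which was added after the data were seen, *Tiam1* extends to 90143769, and the same +24 interaction then lies within it. The P1cc, P1, P2cc and P2 baits had 0 interactions at either gene.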

**Figure 2:**
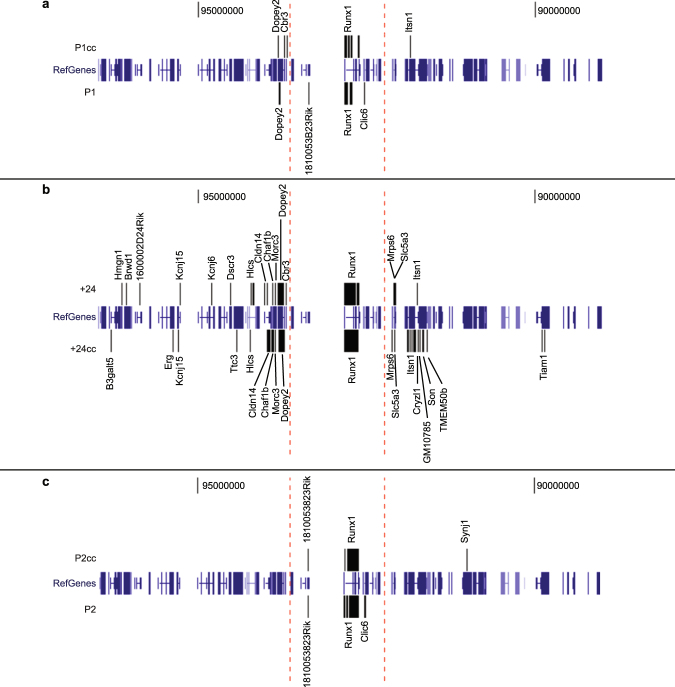
Interactions of the *Runx1* locus with other genes. Significant interactions that overlap with gene bodies or gene promoters (starting from 2 kb upstream of the gene transcriptional start site) are shown for the P1cc/P1 (**a**), +24/ +24cc (**b**) and P2cc/P2 baits (**c**) (assembly mm10).

### Identification of haematopoietic enhancers

We hypothesised that DNA connections formed from the active P1 promoter and the +24 enhancer may correspond to haematopoietic enhancers that regulate *Runx1* expression. To identify putative enhancers, we aligned significantly interacting sites with the occupancy of thirteen TFs involved in haematopoietic progenitor cell production; enhancer histone modifications and DNase I hypersensitivity sites^18–20^; and conserved non-coding elements (CNE), which were identified based on comparative genomics alignment and retroviral integration site mapping to indicate potential DNaseI hypersensitive sites^11^. We note that the +24 enhancer binds all thirteen haematopoietic progenitor TFs in HPC-7 cells (Fig. 3).

**Figure 3:**
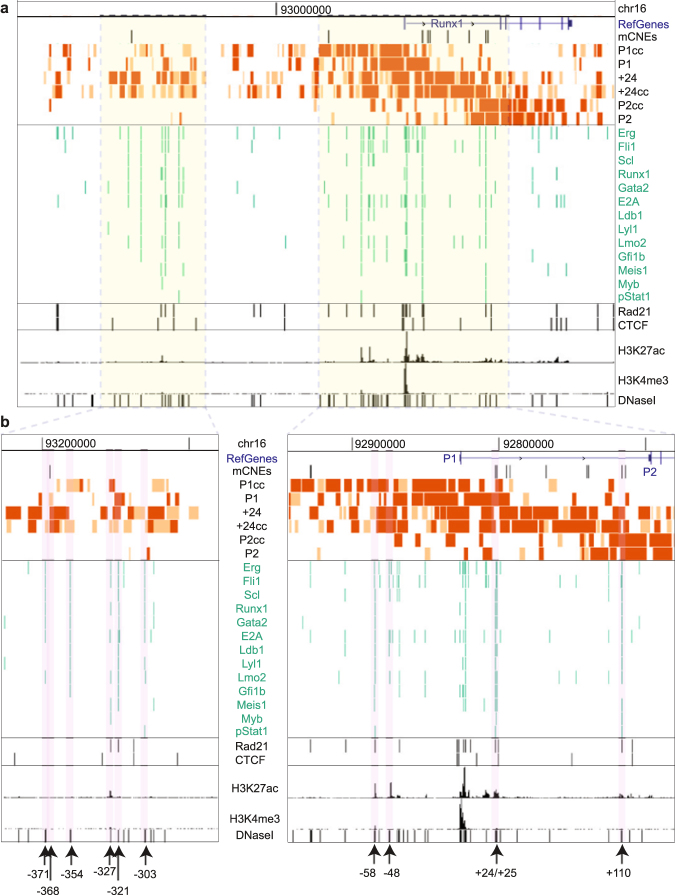
The active P1 promoter and +24 enhancer interact with clusters of haematopoietic transcription factor binding sites. Significant interactions within the domain for each bait are shown together with the reference genes (mm9), CNEs^11^, TF binding sites (green), Rad21 and CTCF binding sites (black), H3K27ac, H3K4me3 and DNaseI hypersensitivity sites in HPC-7 cells^18–20^. A 3 Mb region (**a**) and two zoomed-in views (**b**) are shown. Locations of TF binding clusters containing at least six TF binding sites at the same location, and a significant interaction directly at or within 2 kb of each cluster, are indicated by arrows and named according to their distance from the P1 transcriptional start site. See also Supplementary Fig. S3.

We selected putative enhancers based on the binding of at least six TFs involved in haematopoietic progenitor cell development (Fig. 3), and the presence of a significant interaction directly at, or within 2 kb, of the TF binding cluster. Based on these criteria, we found eight other potential enhancers within the *Runx1* domain that form connections to the baits. These enhancers were named according to their distance from the P1 transcriptional start site: −371, −354, −327, −321, −303, −58, −48, and +110 (Fig. 3b). 

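Of the cloned elements, −371 was placed on chromosome 16 of mm10 by its primers from 93197060 to 93198031, −354 from 93179942 to 93180862, −327 from 93152585 to 93153572, −321 from 93147581 to 93148127 and −303 from 93129158 to 93130143. By the same means −58 was placed from 92883674 to 92884586 and −48 from 92873823 to 92874806. The reverse primer of −371 and the forward primers of −354 and −58 matched with 1 difference. These 7 elements are intergenic. The +110 element, amplified by the authors from a plasmid, was placed by the distance in its name with 500 bp to each side, from 92715575 to 92716574, and +24 in the same way from 92801575 to 92802574. Both lie in the intron of *Runx1* that holds the +24 baits.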

An additional interacting region at −368, a CNE, was located adjacent to a cluster of haematopoietic TFs (Fig. 3b). 

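The −368 element was placed by its name from 93193575 to 93194574 on chromosome 16 of mm10, since the authors amplified it from a plasmid and no primers placed it on the genome. This stretch is intergenic and spans 5 *Dpn*II fragments. Significant interactions overlapped it from P1 (93192300 to 93195105), +24 (93181422 to 93194159) and +24cc (93186077 to 93194159), and the nearest interaction of P1cc was 3.54 kb away. The nearest category 1 interaction of P1 was 5.01 kb from the element. P2 and P2cc had no interaction closer than 52.9 and 108 kb.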

The +24 and +110 are also CNEs^11^. The putative enhancers either form distinct blocks upstream of *Runx1*-P1 (from −371 to −303 and −48 to −58), or fall between the P1 and P2 promoters (+24 and +110). Four out of nine of the identified putative enhancers (−327, −321, −58 and +110) were identified previously based on the binding of at least three blood TFs and the presence of a H3K27ac peak (denoting active chromatin) from a subset of the same HPC-7 datasets that we have used here^15^.

Eight out of nine putative enhancers (−371, −368, −354, −327, −321, −58, −48, and +110) form long-range interactions with the P1 promoter, the +24 enhancer, or both (Fig. 3b and Supplementary Table S1). 

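An element was counted as contacted when a significant interaction lay directly at it or within 2 kb, and each bait was read together with its cc bait. By this rule P1 contacted 8 of the 9 elements, all but −303. Through the P1 bait, −321 was contacted directly, −371 at 1.55 kb, −327 at 1.91 kb, −48 at 1.35 kb and +110 at 1.87 kb. Direct overlaps of −354, −327, −58 and −48 came from P1cc. Without P1cc, P1 contacted 6 elements: −354 was 11.4 kb and −58 was 2.19 kb from its nearest interaction. The nearest P1 interaction to +110 ran from 92711051 to 92713708 on chromosome 16 (mm10). The name of +110 gives its place to the nearest kb, and the count of 8 depends on its place and length. With the length of its cloned fragment (579 bp, an alternative chosen after the data were seen), +110 was 2.08 kb from that interaction, and the P1 pair contacted 7 elements. Moved by 500 bp, also chosen afterwards, +110 was 2.37 kb (upstream) or 1.37 kb (downstream) from it, and the count was 7 or 8. With category 1 interactions alone the P1 pair contacted 6 elements, and −368, −354 and −303 were not among them. With the cloned lengths it was 5, without +110.

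For comparison, 9 positions were drawn 10000 times, each on the same side of the bait as an element and at a distance within 20% of its own. P1 contacted a mean of 4.06 such positions, against 6 elements (one-sided permutation test, p = 0.140, adjusted p = 0.280 over 6 baits). P1cc contacted a mean of 4.68 positions, against 4 elements (adjusted p = 0.984, same permutation test). The elements had been selected partly for an interaction, so this test is not independent of their choice. The paper reasons that sites contacted by the active P1 promoter and the +24 enhancer may be haematopoietic enhancers. From interactions at or near clusters of transcription factor binding sites it concludes that these elements contact P1, +24 or both. It also cites Capture Hi-C in HPC-7 cells, not analysed here, for contacts of P1 with several of them.

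**Figure D4:**
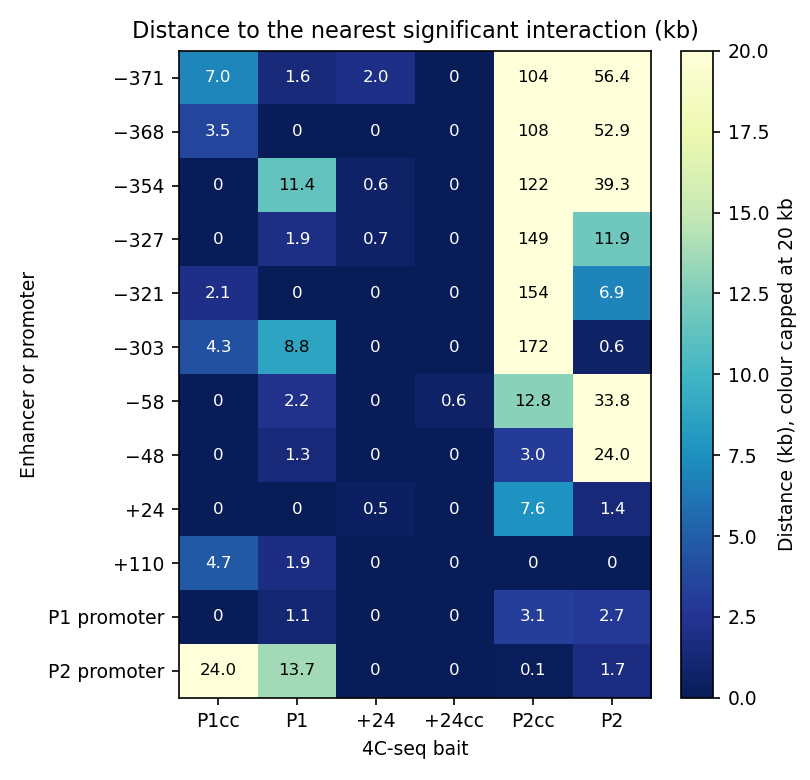
Distance (printed value and colour, kb, colour capped at 20 kb) from each enhancer or promoter (y-axis) to the nearest significant interaction of each 4C-seq bait (x-axis), with 0 for direct overlap. The +24 and +24cc columns stay at or under 1.96 kb throughout, and the P2cc and P2 columns exceed 20 kb at most upstream enhancers.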

The exception was −303, which does not interact with P1, but instead with the +24 and the P2 promoter. 

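The nearest significant interactions to −303 were 8.80 kb away for P1 (93138946 to 93140668 on chromosome 16, mm10) and 4.29 kb away for P1cc (93116531 to 93124867). From +24 (93129935 to 93141470) and +24cc (93124022 to 93129725) interactions overlapped it directly. The P2 bait had an interaction 0.601 kb from it (93126494 to 93128556), while the nearest of P2cc was 172 kb away. With 5 kb allowed in place of 2 kb, −303 counted as contacted by the P1 pair too, which then contacted 9 of 9 elements.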

The +24 enhancer interacts promiscuously within the whole domain. 

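Significant interactions of +24 inside the domain covered 306 kb, from 92559577 to 93311448 on chromosome 16 (mm10), and those of +24cc covered 359 kb, from 92543155 to 93299845. The other baits covered 225 kb (P1cc), 172 kb (P1), 139 kb (P2cc) and 149 kb (P2). Both +24 and +24cc contacted 9 of the 9 putative enhancers. Of 9 positions matched for side and distance from the bait, +24 contacted a mean of 6.74 (one-sided permutation test, adjusted p = 0.257 over 6 baits) and +24cc a mean of 6.95 (same permutation test, adjusted p = 0.257). Against positions drawn anywhere inside the domain, the ratio of observed to drawn contacts of +24 was 2.86 (adjusted p = 0.0006, permutation test).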

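Category 1 interactions of the +24 bait overlapped −368, −321, −48, +110 and both promoters directly. They lay 1.96 kb from −371, 0.559 kb from −354, 0.673 kb from −327, 1.30 kb from −303 and 0.591 kb from −58. For +24cc, category 1 interactions overlapped −368, −48, +110 and the P1 promoter, and lay 1.30 kb from −303 and 0.591 kb from −58. They were 2.90 kb from −371, 7.15 kb from −354, 24.7 kb from −327, 19.7 kb from −321 and 3.51 kb from the P2 promoter. The whole interaction of +24 at the P1 promoter, both categories included, ran from 92819536 to 92834726 on chromosome 16 (mm10), and that at the P2 promoter from 92696806 to 92704889. Within 2 kb, category 1 interactions of the +24 pair contacted 9 of the 9 elements. Counting direct overlap only, they contacted 4 of the 9.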

Filtering at maximum stringency (see Methods) showed that the +24 enhancer connects to all putative enhancers and both *Runx1* promoters (Fig. 3b). In contrast, the inactive P2 promoter connects only to −303 and +24 (Fig. 3b and Supplementary Table S1). 

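Read together, the P2 and P2cc baits had significant interactions within 2 kb of −303, +24 and +110, and of no other enhancer. The P2 interaction nearest to +24 (92803934 to 92810642 on chromosome 16, mm10) was 1.36 kb from it as placed by its name, which gives its place to the nearest kb, and held category 1 fragments at the same distance, while that of P2cc was 7.60 kb away. For −58 the nearest P2 pair interaction was 12.8 kb away and for −48 it was 2.98 kb, both from P2cc. The P1 promoter was 2.74 kb from the nearest interaction of P2 and 3.14 kb from that of P2cc. With 5 kb allowed, −48 and the P1 promoter were contacted as well.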

A specific interaction between +110 and P2 could not be resolved owing to a contiguous block of significant interactions throughout the short region between +110 and P2. 

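From the P2 start site to the near end of +110 the distance is 18.2 kb (92697329 to 92715574 on chromosome 16, mm10). P2 and P2cc each had 1 significant interaction there, and each covered 90.5% of it. The P2 interaction ran from 92699056 to 92716995 (17940 bp) and the P2cc interaction from 92699056 to 92724737 (25682 bp), so both continued over +110. In the same stretch, +24 interactions covered 50.7%, +24cc interactions 55.3%, P1 interactions 14.6% and P1cc interactions 0%.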

A model of *Runx1* interactions based on the 4C-seq results is shown in Fig. 4.

**Figure 4:**
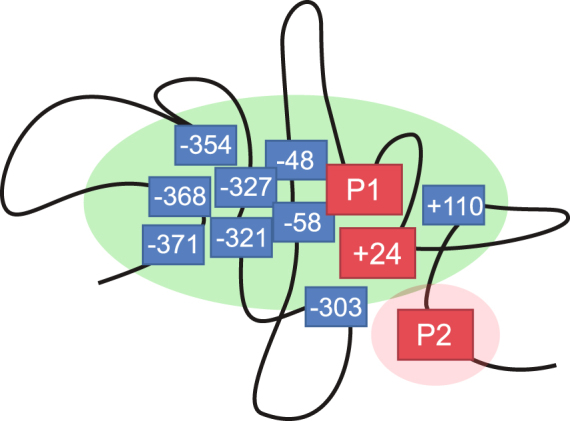
Model of chromatin interactions based on *Runx1* 4C-seq. 4C-seq baits are shown in red and identified interacting enhancers in blue. P1 is active, and P2 is inactive. P1 interacts with −371, −368, −354, −327, −321, −58, −48, +24 and +110; +24 interacts with −371, −368, −354, −327, −321, −303, −58, −48, +110 and P2; and P2 interacts with −303 and +24.

### Long range chromatin interactions at haematopoietic enhancers

Long-range chromatin interactions can be mediated by cohesin and CTCF^22^, and cohesin is involved in transcription regulation at active genes^23^. We found that four of the nine enhancer loci (in addition to the +24 enhancer) coincide with Rad21 (cohesin) binding in the absence of CTCF (Fig. 3b and Supplementary Table S1). This is consistent with the idea that cohesin (but not necessarily CTCF) mediates local DNA-DNA interactions within TADs^22^. All Rad21 binding sites interacted with at least one ‘cc’ bait, therefore cohesin could mediate at least a subset of enhancer-promoter communication events in HPC-7 cells.

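Supplementary Table S1 lists 5 elements with Rad21 binding in the absence of CTCF, which are −327, −321, −58, +24 and +110. Within 2 kb, −327, −58 and +24 were contacted by P1cc and +24cc, +110 by +24cc and P2cc, and −321 by +24cc alone. P1cc missed −321 by a small margin, with its nearest interaction 2.10 kb away, and was 4.75 kb from +110. Among the 5 elements, P2cc contacted +110 alone.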

We compared the 4C interactions identified with recently published Capture Hi-C data in HPC-7 cells^18^ (Supplementary Fig. S3). Capture Hi-C data was only available for interactions anchored at P1, and has a lower coverage and resolution than our 4C-seq study (an average of ~18,000 reads per promoter for Capture Hi-C with a 6-cutter, and over 1 million reads per bait for 4C-seq with a 4-cutter). The Capture Hi-C study in HPC-7 cells identified 15 P1-interacting regions that were reproduced in our study (Supplementary Fig. S3). All of these are upstream of *Runx1*-P1, and most are within the −368 to −303 enhancer cluster (Supplementary Fig. S3). Therefore, our study provides additional *Runx1*-anchored interactions that were not previously described as connected to *Runx1* promoters (enhancers −371, −48, −58 and +110).

### *In vivo* characterization of haematopoietic enhancers

Enhancer regions interacting with *Runx1* recruit haematopoietic TFs in HPC-7 cells, therefore we determined if these regions act as enhancers *in vivo*. Each of the putative enhancers was tested for the ability to drive tissue-specific GFP expression in zebrafish embryos. Eight out of nine drove GFP expression specifically in the intermediate cell mass and posterior blood island, which are sites of haematopoietic progenitor cell production at 20–24 hours post-fertilisation (hpf)^24^ (Fig. 5a,b and Supplementary Fig. S4). Two of these (−58 and +110) were previously shown to be active during mouse haematopoiesis^15^. The −303 enhancer also expressed GFP in keratinocytes, particularly after 24 hpf (Figs 5c, S4). Interestingly, −303 was the only enhancer identified that interacted with the P2 promoter of *Runx1*, rather than P1. Despite the occupancy of multiple haematopoietic TFs in HPC-7 cells, and the presence of similar TF binding motifs compared to the other enhancers (Fig. 3 and Supplementary Tables 1 and 2, we did not observe enhancer activity for −327, consistent with a previous study in mice^15^.

**Figure 5:**
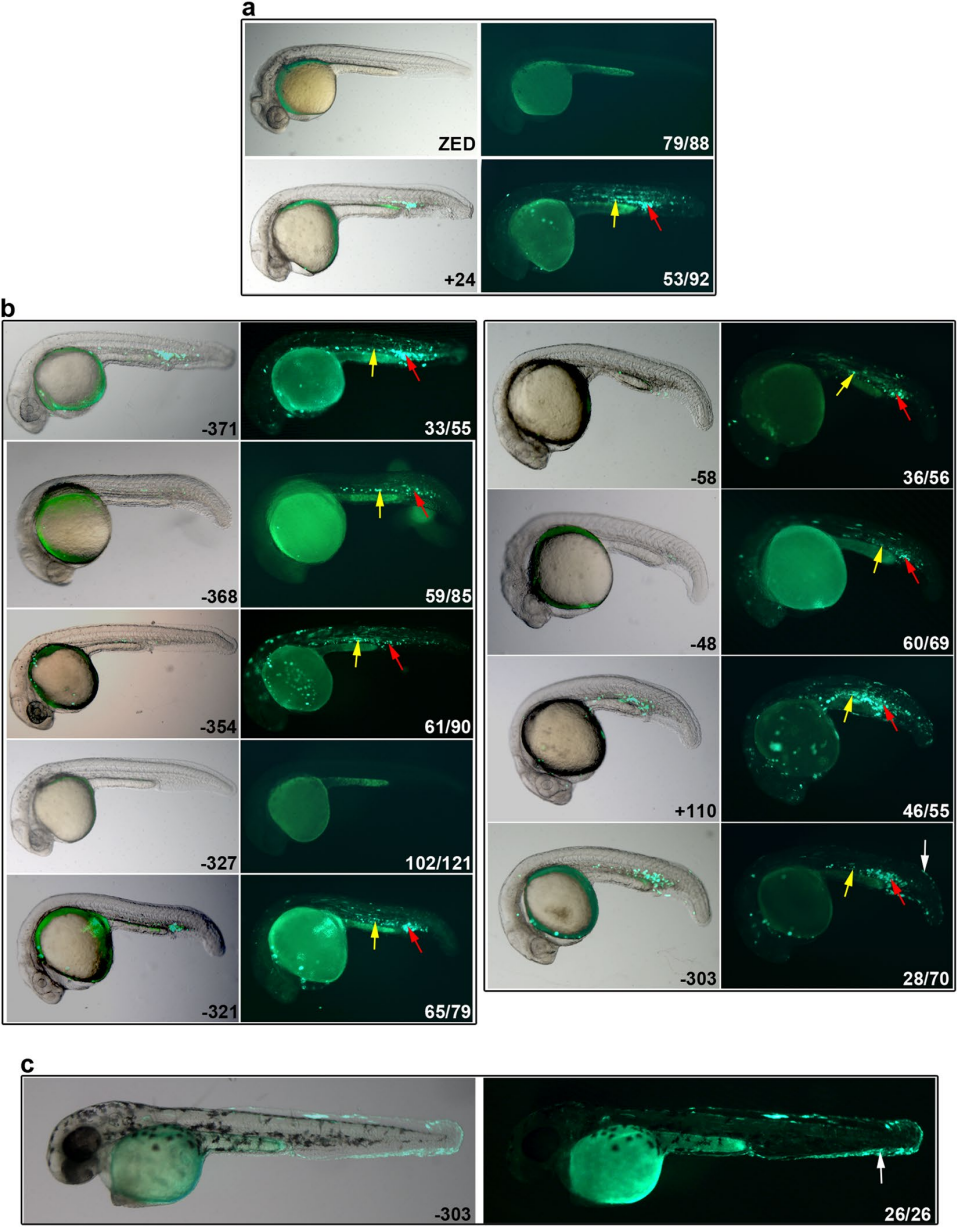
Putative mouse enhancers are active in haematopoietic regions in zebrafish. Whole mount representative lateral images of zebrafish embryos (20–24 hpf [**a**,**b**] and ~48 hpf [**c**]) that were injected with enhancer-GFP plasmids at the one-cell stage; left hand panels are merges with bright field, right hand panels are GFP fluorescence. (**a**) Negative control ZED plasmid shows zero (image) or non-specific fluorescence, while the positive control (+24) shows GFP expression in haematopoietic cells of the posterior blood island (red arrows) and intermediate cell mass (yellow arrows), which  represent primitive blood cells. (**b**) Enhancer activity of +110, −48, −58, −303, −321, −327, −354, −368, −371. GFP expression was observed in primitive haematopoietic cells of the posterior blood island (red arrows) and intermediate cell mass (yellow arrows). **(c)** The −303 enhancer also expressed GFP in keratinocytes (white arrows in **b,c**). The numbers in the right hand panels represent the number exhibiting the representative phenotype out of the total number of fluorescent embryos analysed. See also Supplementary Fig. S4.

In summary, we have assigned *in vivo* function to multiple putative enhancers upstream of *Runx1* that were previously identified *in silico* ^18^. These regions not only drive haematopoietic expression, but also physically connect with the *Runx1*-P1 promoter, lending confidence to the concept that they are *bona fide* regulators of *Runx1* transcription.

## Discussion

4C analysis in HPC-7 cells generated a high-resolution connectivity map of the genomic region harbouring *Runx1*, and confirmed previously identified upstream connections from P1 to putative regulatory elements^18^. *Runx1* appears to be contained within a ~1 Mb chromatin domain, consistent with Hi-C analyses in other cell types^25,26^. 

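Counted from each bait's own position and inside the domain, P1cc formed 11 significant interactions downstream and P1 formed 9, and the rest of theirs lay upstream. The +24 bait formed 34 upstream and 20 downstream, and +24cc formed 37 and 20. P2cc formed 13 on each side and P2 formed 15 on each side. At least 128.7 kb upstream of its own bait, which is the distance between the promoters, the P1 pair had 36 of 80 interactions (45.0%) and the P2 pair 11 of 56 (two-sided Fisher's exact test, p = 0.00316, odds ratio 3.35). Stretches called from both baits of a pair were counted once for each bait, so this p-value overstates the evidence.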

We observed multiple connections both up- and downstream from all 4C-seq baits (*Runx1*-P1, *Runx1*-P2 and +24 enhancer). Significantly, there were many more upstream connections anchored by the active elements (*Runx1*-P1 and +24).

Surprisingly, the +24 enhancer forms many up- and downstream connections outside of the *Runx1* TAD. These comprise up to one-third of all connections formed and include other haematopoietic genes, such as *Tiam1* downstream, and *Erg* upstream. 

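Outside the domain, +24 had 27 significant interactions upstream and 12 downstream, and +24cc had 25 upstream and 35 downstream. The nearest upstream interaction began 9.14 kb beyond the domain's edge for +24 and 13.1 kb beyond it for +24cc. On the downstream side the nearest ended 162 kb beyond the edge for +24 and 25.9 kb for +24cc. The median distance from the bait was 1046 kb for +24 and 1019 kb for +24cc. The farthest upstream interactions were 3328 and 3493 kb from their baits.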

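The share of significant interactions outside the domain was 41.9% for +24 (95% Wilson interval 32.4 to 52.1%) and 51.3% for +24cc (42.3 to 60.2%). For P1cc it was 8.16% (3.22 to 19.2%), for P1 5.41% (1.495 to 17.7%) and for P2cc 3.70% (0.657 to 18.3%). P2 had 0 of 30 outside, for which the interval reaches 11.4%. With fragments counted singly instead of merged, the share was 25.3% for +24 and 33.5% for +24cc, and by length covered it was 27.6 and 34.8%.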

*Erg* and *Tiam1* dysregulation is associated with several tumor types, including AML and B- and T-cell lymphomas^27,28^. Strikingly, these genes are located over 2 Mb away from *Runx1*. These findings raise the interesting possibility that the +24 enhancer acts as a scaffold to recruit multiple promoters, enhancers and TFs over long distances in cis. 

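Measured between the nearest ends of the gene models on chromosome 16 of mm10, *Erg* was 2533 kb and *Tiam1* 2627 kb from *Runx1*. The +24cc interaction in *Erg* was 2566 kb from its bait, and those in *Tiam1* were 2903 and 2954 kb from it.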

Connections to +24 identified by our 4C-seq may point to the identity of some of these genes.

Our 4C-seq data identified multiple chromatin connections that intersect with some of the strongest indicators of upstream enhancers characterised by the binding of clusters of TFs and epigenetic modifications^18,20^. Eight out of nine of these DNA regions are able to drive haematopoietic expression in zebrafish, strongly suggesting an *in vivo* function. Although previous studies had identified transcriptional activity for a subset of these enhancers^15^, or an interaction with the P1 promoter for an overlapping subset^18^, no single prior study has shown that enhancers both interact with *Runx1* promoters (and +24), and have transcriptional activity. Table 1 provides an overview of findings from these previous studies together with additional evidence from our study that connects spatial proximity with function. Two enhancers, termed −59 and +110, were previously shown to drive *LacZ* expression in mice^15^; these are equivalent to the −58 and +110 enhancers identified here. 

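The nearest +24 interaction overlapped −58 from 92883858 to 92887197 on chromosome 16 (mm10), and that of P1cc from 92883190 to 92889567. At +110, interactions of +24 ran from 92713893 to 92722126 and those of +24cc from 92716334 to 92729756. The centres of these elements were 58.4 kb (−58) and 110 kb (+110) from the P1 bait, and 82.3 and 85.7 kb from the +24 bait.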

Our data show in addition that these regions are in contact with P1 and the +24 enhancer (Table 1). While the −327 enhancer has similar characteristics as the other enhancers identified here, neither a previous study in mice^15^ nor our study identified any enhancer activity for it (Table 1). The −368, −354, −327, −321 and −303 enhancers were found to interact with P1 in a Capture Hi-C study in HPC-7 cells (Table 1). Our study confirms the presence of these interactions, and in addition, shows that these enhancers also interact with either the +24 enhancer or P2 (Table 1).

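For the +24 bait, the nearest significant interaction to −327 and −321 was the same one, from 93146215 to 93151911 on chromosome 16 (mm10). That of +24cc ran from 93152001 to 93154076 at −327, from 93147693 to 93151730 at −321 and from 93177521 to 93184872 at −354. All 3 elements were overlapped directly by +24cc. From −368 to −303, the centres of the elements lay 392 to 328 kb from the +24 bait. The P2 bait was 39.3 kb from −354, 11.9 kb from −327 and 6.91 kb from −321 at its nearest interactions.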

**Table 1:** Previous findings on enhancers and new findings from this study.

Enhancer location relative to P1 (kb)	Interactions identified by other studies	Previous functional validation	Findings from our study
−371	—	None	Interacts with +24 and P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
−368	Interacts with P1 in HPC-7 cells (Capture Hi-C by Wilson *et al*.)^18^	None	Interacts with +24 and P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
−354	Interacts with P1 in HPC-7 cells (Capture Hi-C by Wilson *et al*.)^18^	None	Interacts with +24 and P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
−327	Interacts with P1 in HPC-7 cells (Capture Hi-C by Wilson *et al*.)^18^	No enhancer activity in mice (Schutte *et al*.)^15^	Interacts with +24 and P1. No enhancer activity in zebrafish.
−321	Interacts with P1 in HPC-7 cells (Capture Hi-C by Wilson *et al*.)^18^	Identified, but not tested for enhancer activity (Schutte *et al*.)^15^	Interacts with +24 and P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
−303	Interacts with P1 in HPC-7 cells (Capture Hi-C by Wilson *et al*.)^18^	None	Interacts with +24 and P2. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos and in keratinocytes from 20 hpf.
−58	—	Haematopoietic enhancer activity in E11.5 transgenic mice and luciferase enhancer activity in 416B cells (Schutte *et al*.)^15^	Interacts with +24 and P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
−48	—	None	Interacts with +24 and P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
+24	Interacts with P1 and P2 in human leukaemia cell lines (3 C by Markova *et al*.)^14^	Haematopoietic enhancer activity in mouse and zebrafish development and luciferase enhancer activity in 416B cells (Nottingham *et al*., 2009, Ng *et al*., 2010, Schutte *et al*.)^11,12,15^	Interacts with P1 and P2. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.
+110	—	Haematopoietic enhancer activity in E11.5 transgenic mice and luciferase enhancer activity in 416B cells (Schutte *et al*.)^15^	Interacts with P1. Enhancer activity in hematopoietic sites in 20–24 hpf zebrafish embryos.

The −303 enhancer interacts with P2 rather than P1 and, in addition to being active in haematopoietic sites, it drives expression in keratinocytes, indicating that it could act in a complex that keeps P2 silent; and/or that it regulates expression of *Runx1* in other tissues. Interestingly, *Runx1* is actively expressed in mouse keratinocytes where it is important for hair follicle development^29^. Neuronal cells also express *Runx1* ^30^, and there may be additional regulatory elements that control *Runx1* expression in a manner distinct from haematopoietic expression. In support of this idea, we previously determined that cohesin and CTCF influence *runx1* expression in haematopoietic, but not neuronal cells, in zebrafish^31,32^.

Cohesin and CTCF organise chromatin structure and when present in combination, they appear to negatively correlate with the HSPC TFs in HPC-7 cells^18^. However, we observed a coincidence of cohesin subunit Rad21 binding in the absence of CTCF with four out of nine identified enhancers, as well as the +24 enhancer. This suggests that CTCF-independent cohesin mediates a subset of enhancer-promoter looping in combination with TFs. This interpretation is consistent with previously identified CTCF-independent functions for cohesin in genome organization and transcription^33^. Importantly, cohesin mutations are prevalent in AML and other myeloid malignancies^34^, and are categorised together with *RUNX1* and spliceosome mutations in a genetic category that confers poor prognosis in AML^5^. Cohesin mutations led to increased chromatin accessibility of *Runx1* as measured by ATAC-seq.^35^, raising the possibility that spatiotemporal regulation of *Runx1* is cohesin-dependent in mouse and human, as was previously observed in zebrafish^31^.

 4C-seq in HPC-7 cells has provided new high resolution connectivity data that sheds light on the genomic organization of *Runx1*, an important haematopoietic transcription factor. These data confirm and extend previous analyses (Table 1), and furthermore, provide insight into the function of enhancers that have potential to regulate *Runx1* expression. The data presented here set the scene for functional analyses to precisely determine how *Runx1* is regulated, including CRISPR/Cas9-mediated interference with enhancer activity. They also provide a rationale for screening patients with myeloproliferative disorders for mutations in enhancer regions.

## Methods

### Cell culture

HPC-7 cells were maintained at a density of 1–10 × 10^5^ cells/mL in Iscove’s modified Dulbecco’s media (Gibco**®**) supplemented with 3.024 g/L sodium bicarbonate, 10% fetal bovine serum (Moregate, New Zealand), 10% stem cell factor conditioned media and 0.15 mM monothiolglycerol (Sigma-Aldrich) as previously described^36^. SCF-conditioned media was obtained from culturing BHK-MKL cells maintained in Dulbecco’s modified Eagle media (Sigma-Aldrich) supplemented with 3.5 g/L glucose, 3.7 g/L Sodium Bicarbonate and 10% FBS.

### 4C-seq library preparation

4C library preparation was performed as previously described^37^ with modifications. Three libraries were generated, two replicates (passage 8 and passage 10 cells) and one control (a 1:1 mix of both replicates for which the first ligation step was omitted). Cells were cross-linked in 2% formaldehyde, 5% FBS and 1x PBS for 10 minutes at room temperature while rotating. Formaldehyde was quenched with a final concentration of 125 mM glycine for 5 minutes on ice while inverting several times. Cell pellets were washed twice with ice-cold 1x PBS.

Nuclei were harvested by lysing the cell pellets in ice-cold lysis buffer (10 mM Tris pH 8.0, 10 mM NaCl, 0.2% NP-40, protease inhibitors) for 10 minutes on ice. Nuclei were then resuspended in 1.2x *Dpn*II restriction buffer (New England Biolabs) and 0.3% SDS and incubated for 1 hour at 37 °C while shaking. Triton X-100 was then added to a final concentration of 1.8% and the reaction was left at 37 °C while shaking for another hour. Chromatin was digested with 800 U of *Dpn*II overnight at 37 °C while shaking. *Dpn*II was inactivated by adding SDS to a final concentration of 1.3% and incubating at 65 °C for 20 minutes. Nuclei were diluted into a volume of 7 mL containing 1.01x T4 DNA ligase buffer (Life Technologies) and Triton-X100 at a final concentration of 1% and incubated at 37 °C for 1 hour. Ligations were carried out with 100 U of T4 ligase (Life Technologies) for 4.5 hours at 16 °C and 30 minutes at room temperature while shaking. For control libraries, ligase was omitted. Samples were proteinase K treated and reverse-crosslinked overnight at 65 °C. Samples were then treated with RNase A at 37 °C for 30 minutes. DNA was purified by phenol/chloroform extraction and ethanol precipitated.

A second digestion was performed with 25 U of *Bfa*I (New England Biolabs) for P1 and P2 baits or *Mse*I (New England Biolabs) for +24 baits in restriction buffer overnight at 37 °C while shaking. Restriction was inactivated by adding SDS to a final concentration of 1.3% and incubating at 65 °C for 20 minutes. A second ligation was performed in the same way as the first ligation, except that ligations were incubated overnight. DNA was purified with two phenol/chloroform extractions and one chloroform extraction followed by ethanol precipitation. DNA concentrations were measured using a Qubit® 3.0 Fluorometer (Life Technologies) and Qubit® double-stranded DNA (dsDNA) High Sensitivity Assay kit (Life Technologies).

For each bait, a total of 1 μg of DNA was amplified by PCR using Q5® High-Fidelity DNA Polymerase (New England Biolabs). Bait primer sequences are listed in Supplementary Table S3. PCR products were purified using the QIAquick PCR Purification kit (QIAGEN). DNA concentrations were measured using a Qubit® 3.0 Fluorometer and average fragment size by the 2100 Bioanalyser (Agilent Technologies) using a High Sensitivity DNA Kit (Agilent Technologies). Amplicons from the six different baits were mixed equally based on the concentration, average fragment size and ratio of demultiplexed 4C baits obtained from an initial MiSeq run. Libraries were prepared with Prep2Seq^TM^ DNA Library Prep Kit from Illumina^TM^ (Affymetrix) and TruSeq® adaptors (Illumina). Libraries were mixed equimolarly and sequenced as 125 bp paired-end reads on two Illumina^TM^ HiSeq 2500 lanes by New Zealand Genomics Limited.

### 4C-seq data analysis

4C-seq data was analysed in command-line and the R statistical environment^38^, and visualised using the University of California, Santa Cruz (UCSC) genome browser (http://genome.ucsc.edu/) with mouse assemblies mm9 or mm10^39,40,^ or with the R package ggplot2^41^. Baits were demultiplexed based on bait primer sequences up to and including the digestion site using a custom awk script, allowing 0 mismatches. Only read pairs that had the forward and reverse bait sequences in the correct orientation were selected. Adapter sequences, bait sequences up to but excluding the digestion site, and bases with a Phred quality score under 20 were then trimmed from the reads, using the fastq-multx, fastq-mcf and cleanadaptors v1.24 tools^42,43^. Quality of reads was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)^44^.

Reads with a minimum length of 30 bp were mapped to the mm10 reference genome using Bowtie1^45^, allowing 0 mismatches. Mapped reads were assigned to *Dpn*II digestion fragments using fourSig^46^. The following reads were removed from the files: 1) self-ligated reads, 2) uncut reads (fragments adjacent to baits), and 3) reads at fragments that have at least 1 read in the control (non-ligated) library. The running mean was calculated from the sum of read counts from nine successive fragments, which was obtained using fourSig^46^, and was read per million normalised.

Significant interaction calling was performed using the R package fourSig with the following settings: window size of 3, 1000 iterations, fdr of 0.01, fdr.prob of 0.05 (which selects the top fifth percentile of interactions with a FDR of <0.01), and only included mappable fragments^46^. Significant interactions were called for two regions: 1) the whole of chr16, and 2) from chr16:92,250,000-93,635,000 (within the domain). Significant interactions in both replicates were overlapped using the bedIntersect tool from UCSC^47^.

In the fourSig package, significant interactions can be categorised into three categories: 1) interactions that are significant after the reads from the fragment with the highest read count is removed, 2) interactions that are significant when the fragment with the highest read count is averaged to the read counts of the neighbouring fragments, and 3) interactions that are significant only when all fragment read counts are included^46^. For this study, only category 1 and 2 interactions that overlap between both replicates were included, as they are more likely to represent true interactions (because they span multiple fragments), and were previously shown to be more reproducible between replicates than single-fragment interactions^46^. Furthermore, we distinguished category 1 interactions that overlap between both replicates from other category 1 and 2 interactions by colouring them red and orange, respectively, to visualise the most significant interactions. For conversion from assembly mm10 to mm9, the liftOver tool from UCSC was used (http://genome.ucsc.edu/)^47^. Gene annotations used in Figures are UCSC reference genes.

### Zebrafish enhancer assay

*Runx1* regulatory regions were amplified from HPC-7 gDNA or from I-SceI-zhsp70 plasmid containing the −368, +24 and +110 sequences^11^ (primer sequences are in Supplementary Table S3), and cloned into the zebrafish enhancer detection vector^48^. Plasmid purifications were performed with the NucleoSpin® Plasmid or NucleoBond® Xtra Midi prep kits (Machery-Nagel). Primers amplified the TF binding peak +/− 200 bp, except for −321 which (due to a repetitive region) did not have a 200-bp extension on the 3′ end. The −368, +24 and +110 fragments are 471, 529 and 579 bp, respectively^11^. A mixture of 30 pg vector DNA and 120 pg Tol2 transposase mRNA^49^ was injected into 1-cell zebrafish embryos. Embryos were imaged at 20–24 or ~48 hpf using a Leica M205FA stereomicroscope with a DFC490 camera and LAS software (Leica Microsystems), images were processed using Adobe Photoshop. Zebrafish were maintained as described previously^50^ and zebrafish handling and procedures were carried out in accordance with the Otago Zebrafish Facility Standard Operating Procedures. The University of Otago Animal Ethics Committee approved all zebrafish research under approval AEC 48/11.

### Identification of conserved non-coding elements

Mouse conserved non-coding elements (mCNEs) were identified as described previously^11^.

### ChIP-seq, Capture Hi-C and DNase I hypersensitivity data

Occupancy of the transcription factors Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b, Meis1, Myb, phospho-Stat1, Pu.1, Stat3, Eto2, Cebp-α, Cebp-β, Elf1, Nfe2, p53, cMyc, Egr1, E2f4, cFos, Mac and Jun; Rad21 and CTCF; H3K27ac and H3K4me3; DNase I hypersensitivity sites; and Capture Hi-C data in HPC-7 cells was obtained from previously published data^18–20^. Rad21, Smc3 and CTCF chromatin immunoprecipitation sequencing (ChIP-seq) data in MEL and CH12 cells were obtained from ENCODE^51^.

### Availability of data

The 4C-seq dataset is accessible through GEO Series accession number GSE86994 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE86994).

## Electronic supplementary material

Supplementary Information

# Supplementary material for: A DNA Contact Map for the Mouse Runx1 Gene Identifies Novel Haematopoietic Enhancers
**Source:** Sci Rep. 2017 Oct 17;7:13347. doi: 10.1038/s41598-017-13748-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **A DNA Contact Map for the Mouse *Runx1* Gene Identifies Novel Haematopoietic Enhancers**

Judith Marsman, Amarni Thomas, Motomi Osato, Justin M. O'Sullivan and Julia A. Horsfield

## Supplementary Figures and Legends

**a**

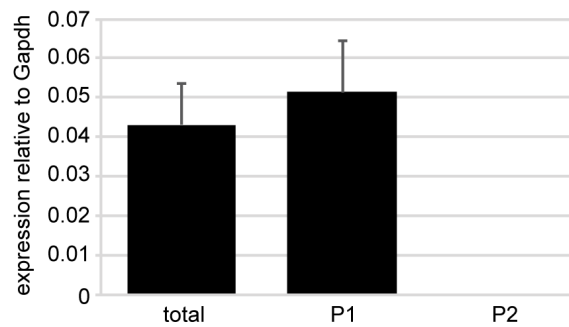

**b**

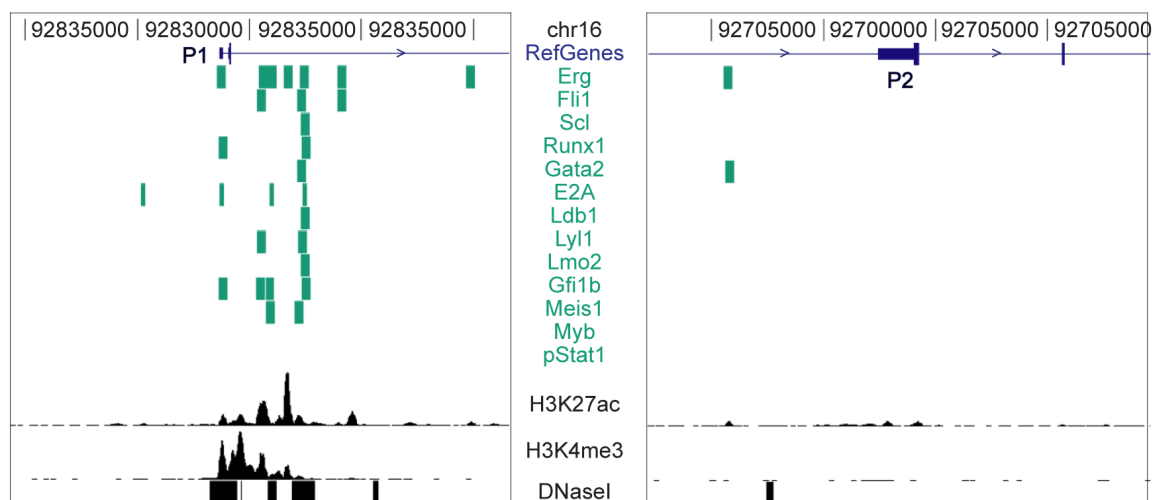

**Supplementary Figure S1. Activity of the *Runx1* P1 and P2 promoters in HPC-7 cells.** (a) Transcript levels of *Runx1*, *Runx1*-P1 (*Runx1c*) and *Runx1*-P2 (*Runx1a* and *Runx1b*) in HPC-7 cells were measured by quantitative RT-PCR and are expressed relative to *Gapdh* (mean  $\pm$  SEM, n = 8 replicates). (b) Binding of haematopoietic progenitor transcription factors (green), H3K27ac, H3K4me3 and DNaseI hypersensitivity sites in HPC-7 cells<sup>1-3</sup> at the *Runx1* P1 and P2 promoters are shown (mm9). Haematopoietic transcription factor binding peaks shown are of Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b, Meis1, Myb and pStat1.

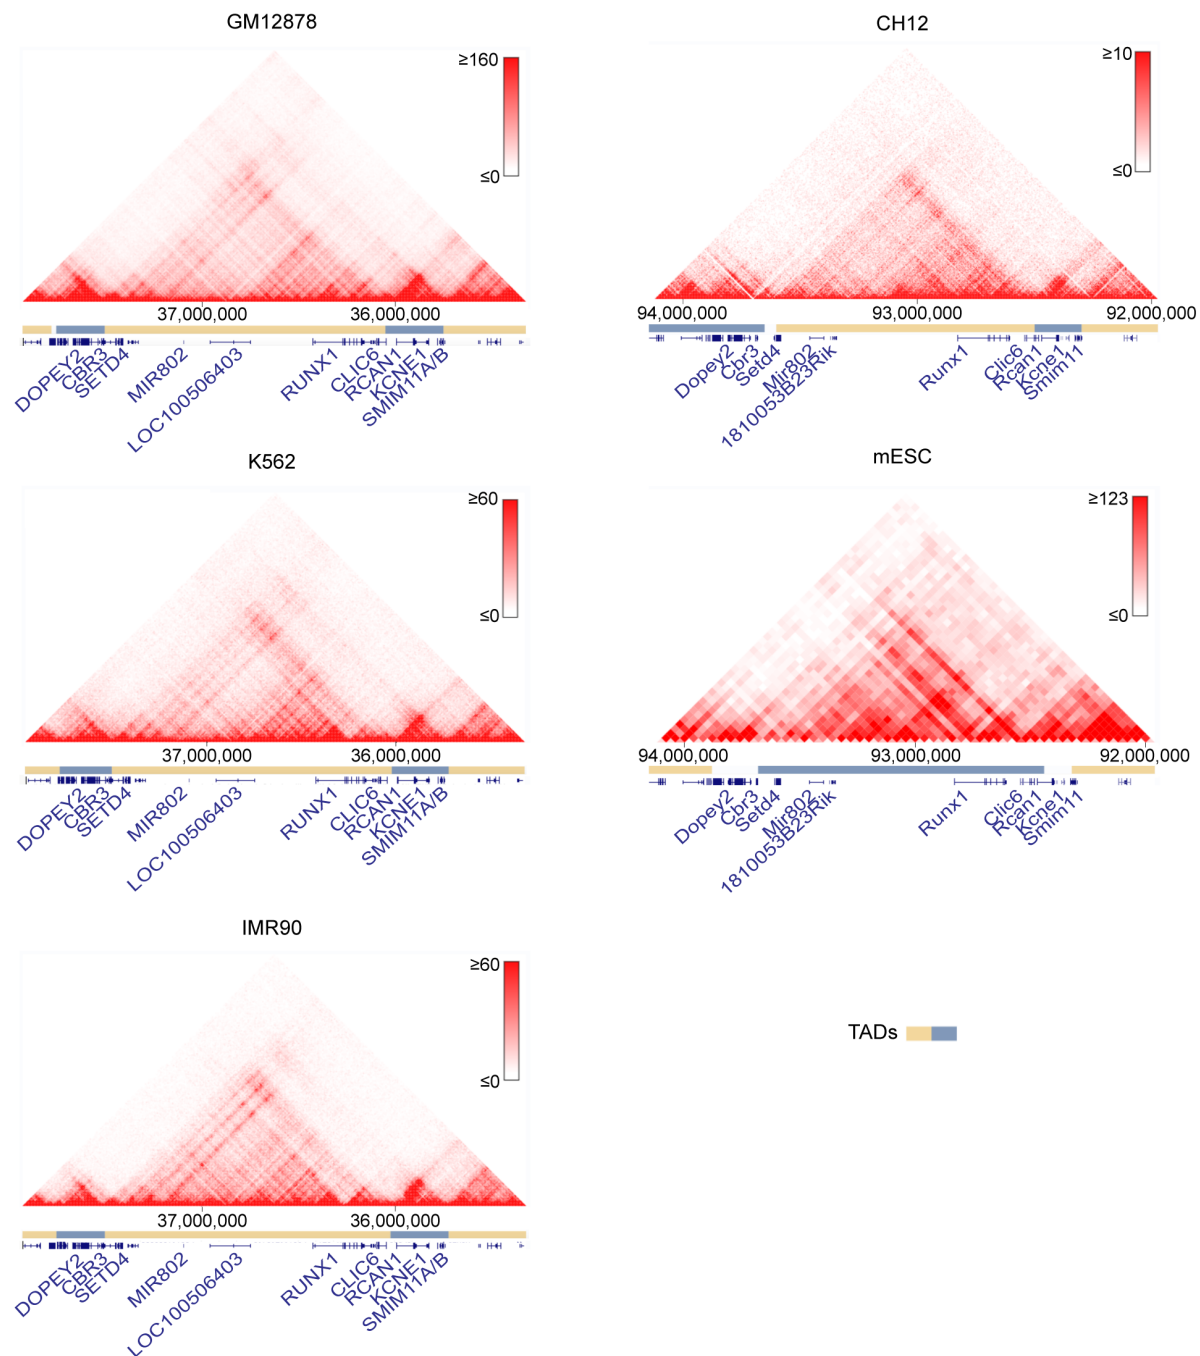

**Supplementary Figure S2. Hi-C contact maps in GM12878, K562, IMR90, CH12 and mESC cells.** Hi-C contact maps in a region surrounding *Runx1* were obtained using the Hi-C genome browser (<http://www.3dgenome.org>)<sup>4,5,6</sup>. TADs, calculated with the directional bias method<sup>4</sup>, are indicated by alternating orange and blue bars. UCSC reference genes (using mouse assembly mm9 and human assembly hg19) are annotated.

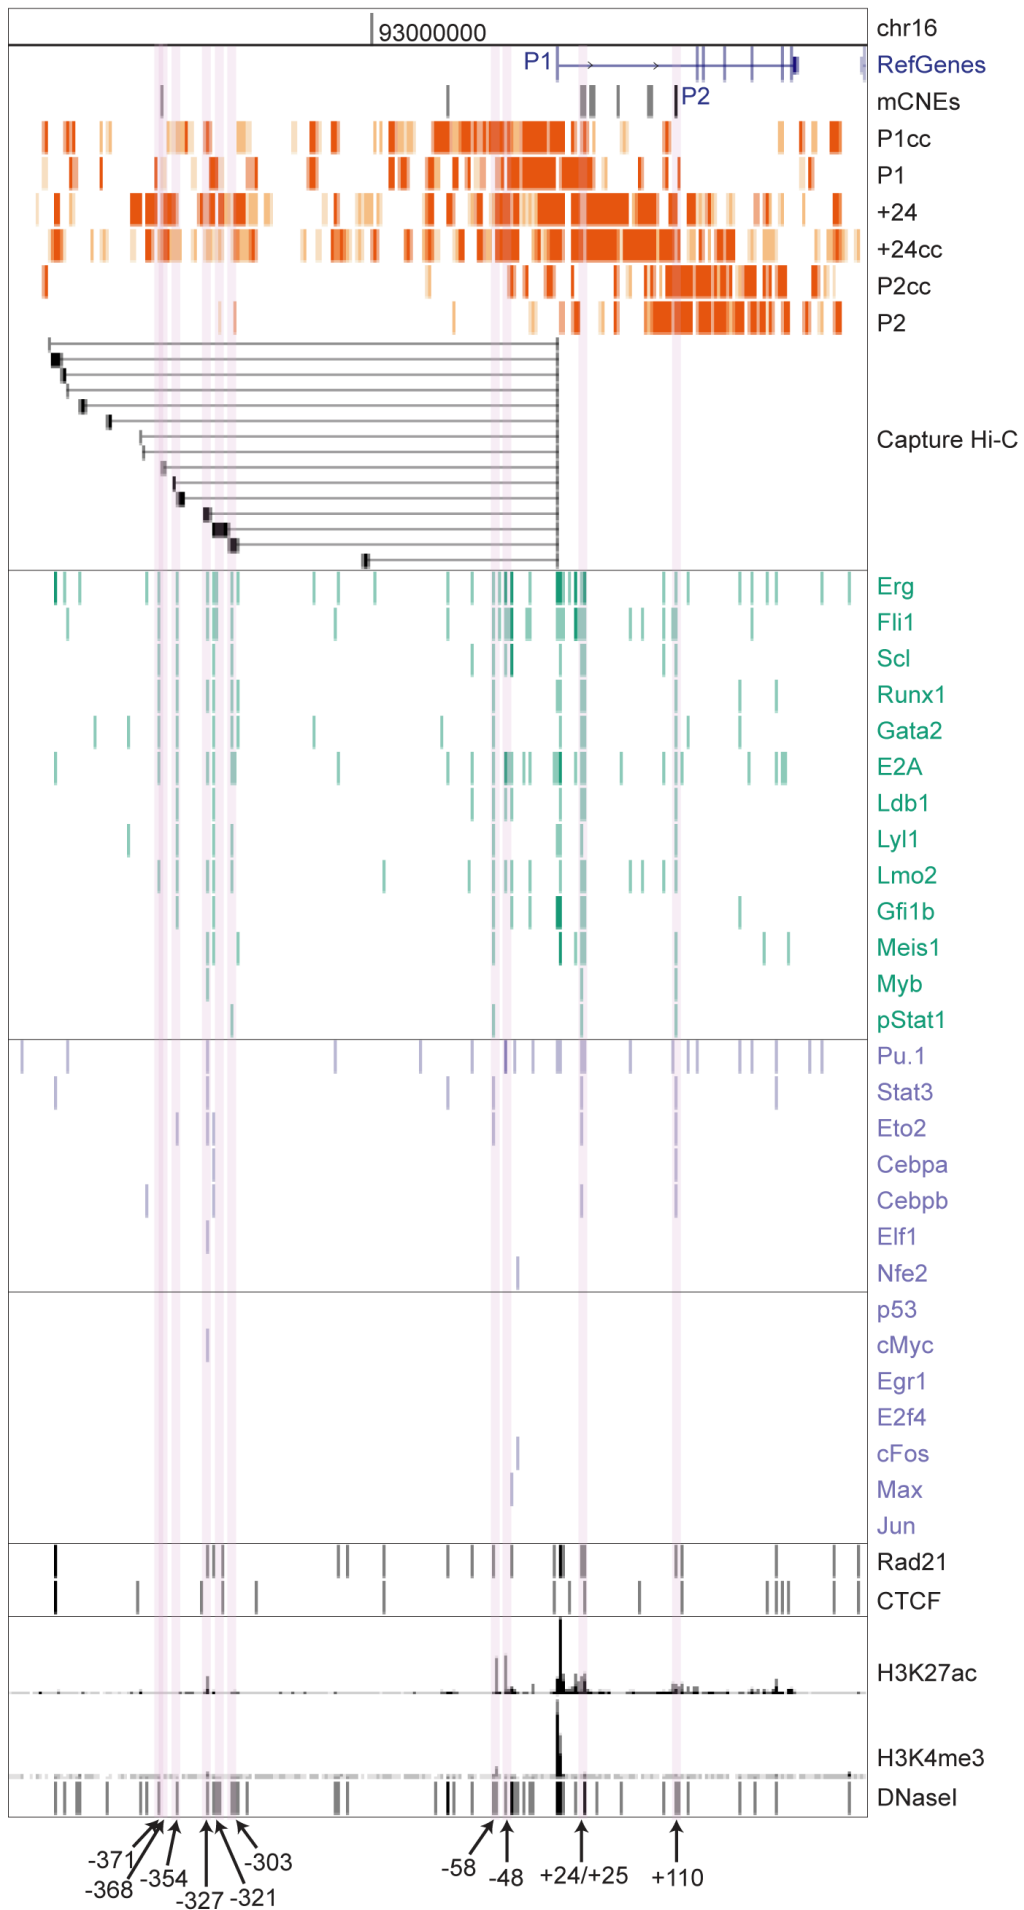

**Supplementary Figure S3. Comparison of *Runx1* 4C-seq with Capture Hi-C data, transcription factor binding sites and epigenetic modifications in HPC-7 cells.** Significant interactions (with the most highly significant interactions in red and other significant interaction in orange) within the domain for each bait are shown together with reference genes (assembly mm9), mouse conserved non-coding elements (mCNEs)<sup>7</sup>, transcription factor binding sites involved in haematopoietic progenitor cell development (green), other myeloid and general transcription factor binding sites (purple), Rad21 and CTCF binding sites (black), H3K27ac, H3K4me3, DNaseI hypersensitivity sites and Capture Hi-C data of the P1 promoter in HPC-7 cells<sup>1-3</sup>. Transcription factor binding peaks involved in haematopoietic progenitor cell development are of Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b, Meis1, Myb and pStat1, other myeloid transcription factor binding sites are of Pu.1, Stat3, Eto2, Cebpa, Cebpb, Elf1 and Nfe2, and general transcription factor binding sites are of p53, cMyc, Egr1, E2f4, cFos, Mac and Jun. Locations of putative haematopoietic enhancers are indicated by arrows, and named according to their distance from the P1 transcriptional start site. Related to Fig. 3.

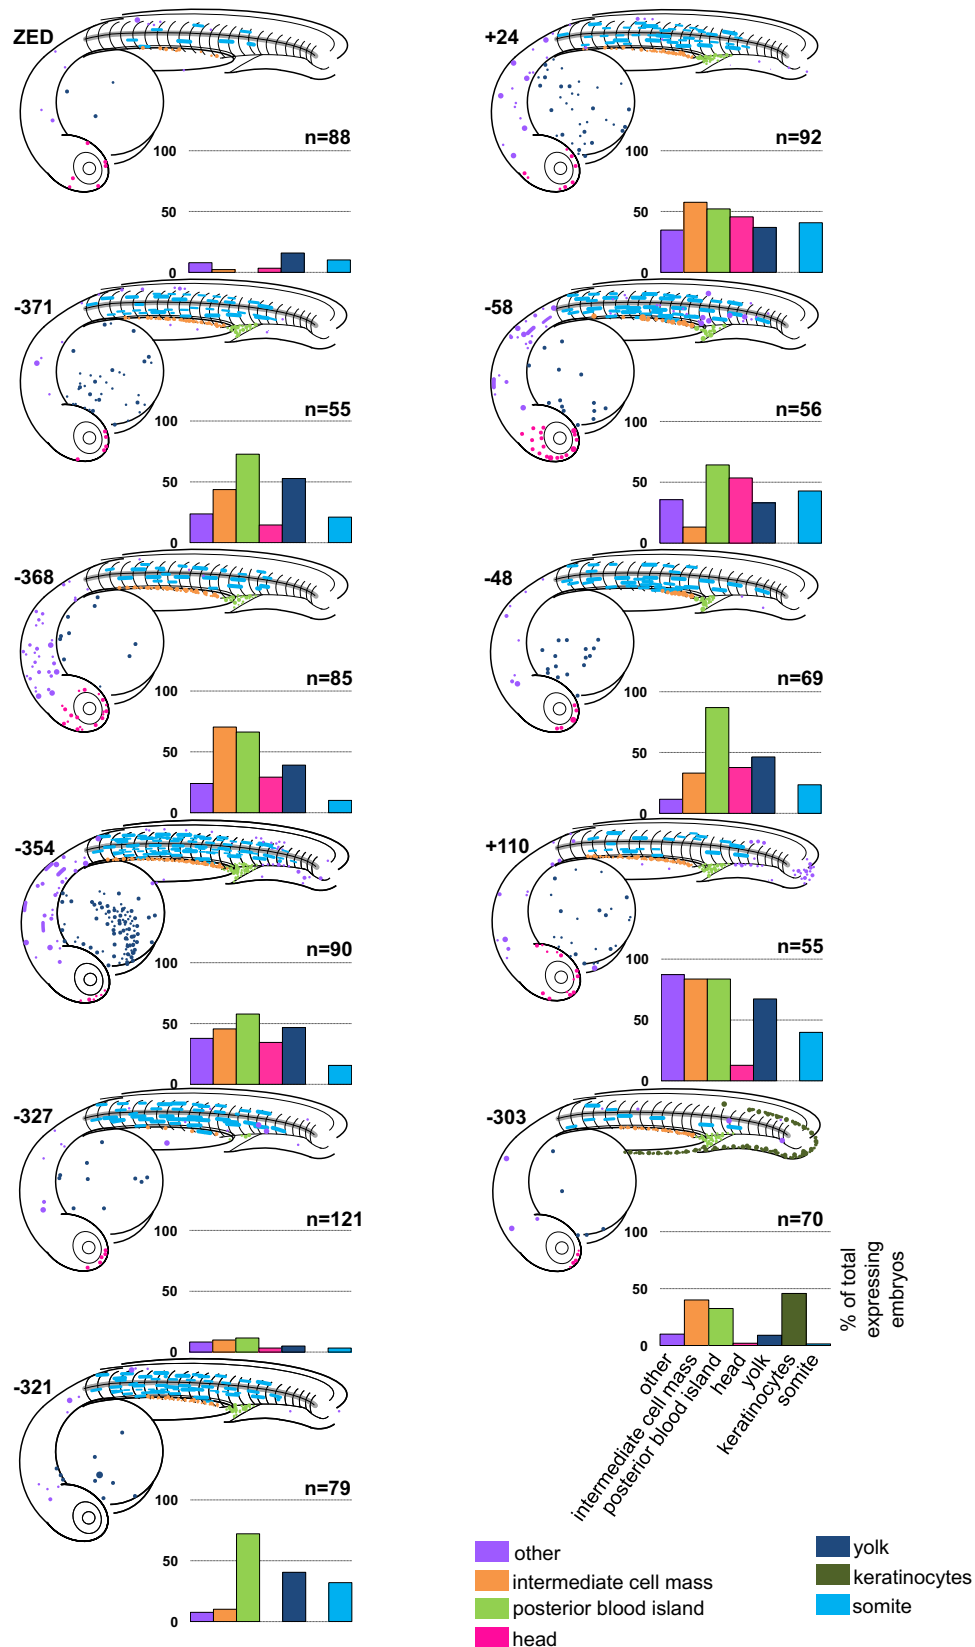

**Supplementary Figure S4. Quantitative summary of GFP expression patterns generated by putative mouse enhancers in zebrafish.** For each enhancer construct (+110, -48, -58, -303, -321, -327, -354, -368, -371) and the negative (ZED) and positive (+24) controls, GFP expression data in different tissues is shown. Diagrams represent pooled expression from at least 5 photographed embryos per putative enhancer (20-24 hpf),

displayed on illustrations of a 24 hpf zebrafish embryo. Categories of expression zones are colour-coded: key is at the bottom of the Figure. Bar graphs display the percentage of the total number of GFP-expressing embryos that show expression in each tissue category for each putative enhancer. The total number of expressing embryos analysed per construct is displayed in the top right corner of each graph. Related to Figure 5.

## Supplementary Tables

**Supplementary Table S1. Genomic characteristics of 4C-seq-identified enhancers.**

| Enhancer location relative to P1 (kb) | Interaction with 4C-seq bait | Binding of haematopoietic progenitor cell TFs in HPC-7 cells                   | Binding of other TFs in HPC-7 cells | Rad21 binding, no CTCF | DNaseI site | Previously identified to be in a CNE (Ng <i>et al.</i> , 2010) <sup>7</sup> |
|---------------------------------------|------------------------------|--------------------------------------------------------------------------------|-------------------------------------|------------------------|-------------|-----------------------------------------------------------------------------|
| -371                                  | +24, P1 (within 2 kb)        | Erg, Fli1, Scl, Runx1, Gata2, E2A, Lmo2                                        |                                     |                        | ✓           |                                                                             |
| -368                                  | +24, P1                      |                                                                                |                                     |                        |             | ✓                                                                           |
| -354                                  | +24, P1                      | Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b                     | Eto2                                |                        | ✓           |                                                                             |
| -327                                  | +24, P1                      | Erg, Fli1, Runx1, E2A, Lmo2, Meis1, Myb                                        | Pu. 1, Stat3, Eto2, Elf1, cMyc      | ✓                      | ✓           |                                                                             |
| -321                                  | +24, P1                      | Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b, Meis1              | Eto2, Cebpa, Cebpb                  | ✓                      | ✓           |                                                                             |
| -303                                  | +24, P2 (within 2 kb)        | Erg, Fli1, Scl, Runx1, Gata2, E2A, Lyl1, Lmo2, pStat1                          |                                     |                        | ✓           |                                                                             |
| -58                                   | +24, P1                      | Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b, Meis1, pStat1      | Stat3, Eto2                         | ✓                      | ✓           |                                                                             |
| -48                                   | +24, P1 (within 2 kb)        | Erg, Fli1, Scl, E2A, Ldb1, Lmo2                                                | Pu. 1                               |                        | ✓           |                                                                             |
| +24                                   | P1, P2 (within 2 kb)         | Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Gfi1b, Meis1, Myb, pStat1 | Pu. 1, Stat3, Eto2, Cebpb           | ✓                      | ✓           | ✓                                                                           |
| +110                                  | +24, P1                      | Erg, Fli1, Scl, Runx1, Gata2, E2A, Ldb1, Lyl1, Lmo2, Meis1, Myb, pStat1        | Pu. 1, Stat3, Eto2, Cebpa, Cebpb    | ✓                      | ✓           | ✓                                                                           |

**Supplementary Table S2. Transcription factor binding motif prediction at *Runx1* enhancers.**

[illegible]

**Supplementary Table S3. Primer sequences.****4C primers**

| <i>Primer name</i>     | <i>Sequence (5'-3')</i> |
|------------------------|-------------------------|
| 4Cm_DpnII+BfaI_P1cc_F  | TGCAGCTACAGGCTTGGAT     |
| 4Cm_DpnII+BfaI_P1cc_R  | CAGCAGTTAAAGCCGCTCTC    |
| 4Cm_DpnII+BfaI_P1_F    | GAGAGGCAGCTCACAGGTAT    |
| 4Cm_DpnII+BfaI_P1_R    | GGATTTGGTGGCTTTTCAGAT   |
| 4Cm_DpnII+MseI_+24_F   | GGGACCATTGCTTTCCATAA    |
| 4Cm_DpnII+MseI_+24_R   | TCAGGAGCGTGTTCAGGAAG    |
| 4Cm_DpnII+MseI_+24cc_F | ATGTCATCGTGAAACCTGCT    |
| 4Cm_DpnII+MseI_+24cc_R | GCAAAGGTGAACTTGAAACTCT  |
| 4Cm_DpnII+BfaI_P2cc_F  | CCCCATGCTTTCAACTTTT     |
| 4Cm_DpnII+BfaI_P2cc_R  | TTGGGGTGGCTTCTCTTG      |
| 4Cm_DpnII+BfaI_P2_F    | CCCTTTGCGGCTCTTTCTA     |
| 4Cm_DpnII+BfaI_P2_R    | CACACGCTGCCATGTTTG      |

**Primers used for cloning of putative enhancers**

| <i>Primer name</i> | <i>Sequence (5'-3')</i> |
|--------------------|-------------------------|
| -371F              | AATCCCCAGGATGCCTTTAG    |
| -371R              | TCAGACCTCCCATTCTGAC     |
| -354F              | AAGAGTTCCTGCCTGGATT     |
| -354R              | TATAGCACAATGGCCTGCAC    |
| -327F              | GACAGACTCTGGGGATGGAA    |
| -327R              | GCCTGGTATTTGGAGTCTGG    |
| -321F              | TCCATCTCTTGTGTGTTGCAG   |
| -321R              | TCTCCCAGGCTACCTCTTGA    |
| -303F              | CCACTTTGGGAGGTGTGAAT    |
| -303R              | CATGGAGGGAGGGTGTGTAG    |
| -58F               | GGACCCCTGGTAACTCGACA    |
| -58R               | TTTGCCAAGGAAAGCACTTC    |
| -48F               | TGAAAGGTGATTGGTCCTCA    |
| -48R               | CCATGATCTCTCCACCATGA    |
| I-SceI-zhsp70-F    | AAAGGGAACAAAAGCTGGAG    |
| I-SceI-zhsp70-R    | AGTCGCTTCTCTTCGGTTGA    |

**Primers used for quantitative PCR**

| <i>Primer name</i> | <i>Sequence (5'-3')</i> |
|--------------------|-------------------------|
| Runx1-P1-F         | AGCCTGGCAGTGTTCAGAAGT   |
| Runx1-P1-R         | CTTTCGAAAACGCACCTCTC    |
| Runx1-P2-F         | GTGATGCGTATCCCCGTAG     |
| Runx1-P2-R         | ATGACGGTGACCAGAGTGC     |
| Runx1-F            | GCCATGAAGAACCAGGTAGC    |
| Runx1-R            | GACGGTGATGGTCAGAGTGA    |
| Gapdh-F            | GGTGCTGAGTATGTCGTGGA    |
| Gapdh-R            | CGGAGATGATGACCCTTTTG    |

## Supplementary Methods

### Quantitative reverse transcription PCR

Total RNA from HPC-7 cells was extracted using the Nucleospin® RNA II Kit (Machery-Nagel) and 500 ng of extracted RNA was used to synthesise cDNA (qScript™ cDNA SuperMix, Quanta Biosciences™). Takara Bio SYBR® Premix *Ex Taq*™ (Tli RNase H Plus; Clontech) was used to amplify cDNA in 10-μL reactions in a 96-well plate (LightCycler® 480 Multiwell Plate 96, Roche Diagnostics) on the LightCycler 480 (Roche Diagnostics). Cp values were determined by the 2<sup>nd</sup> derivative method using Roche LightCycler® 480 software. PCR primers are listed in Supplementary Table S3.

### Hi-C data

Previously described Hi-C data in human GM12878, K562 and IMR90 cells, and mouse CH12 and embryonic stem cells was obtained using the Hi-C genome browser (<http://www.3dgenome.org>)<sup>4,5,6</sup>.

### *In silico* transcription factor binding motif prediction

*In silico* transcription factor binding motifs for the -371, -368, -354, -327, -321, -303, -58, -48, +24 and +110 enhancers were predicted using JASPAR Core Vertebrata motifs for human and mouse<sup>8</sup>. Motifs with a score of >95% were selected. Enhancer DNA sequences for motif analysis were selected as the enhancer centre (defined as the middle of the most up- and downstream TF binding site) +/- 300 bp up- and downstream.

## Supplementary References

1. Calero-Nieto, F.J. *et al.* Key regulators control distinct transcriptional programmes in blood progenitor and mast cells. *EMBO J* **33**, 1212-26 (2014).
2. Wilson, N.K. *et al.* Combinatorial transcriptional control in blood stem/progenitor cells: genome-wide analysis of ten major transcriptional regulators. *Cell Stem Cell* **7**, 532-44 (2010).
3. Wilson, N.K. *et al.* Integrated genome-scale analysis of the transcriptional regulatory landscape in a blood stem/progenitor cell model. *Blood* **127**, e12-e23 (2016).
4. Dixon, J.R. *et al.* Topological domains in mammalian genomes identified by analysis of chromatin interactions. *Nature* **485**, 376-80 (2012).
5. Rao, S.S. *et al.* A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. *Cell* **159**, 1665-80 (2014).
6. Wang, Y. *et al.* The 3D Genome Browser: a web-based browser for visualizing 3D genome organization and long-range chromatin interactions. *BioRxiv* (2017).
7. Ng, C.E. *et al.* A Runx1 intronic enhancer marks hemogenic endothelial cells and hematopoietic stem cells. *Stem Cells* **28**, 1869-81 (2010).
8. Mathelier, A. *et al.* JASPAR 2016: a major expansion and update of the open-access database of transcription factor binding profiles. *Nucleic Acids Res* **44**, D110-5 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

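Chromatin contacts of *Runx1* were measured by 4C-seq in HPC-7 cells with 6 baits (P1cc, P1, +24, +24cc, P2cc and P2). The study comprises 18 libraries, which are 12 4C-seq libraries (2 replicates per bait) and 6 non-ligated controls (1 per bait). All of them were mapped to a bait and a role from their labels and the paper. The labels do not say which replicate number belongs to passage 8 and which to passage 10.

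The authors sequenced 125 bp paired-end reads, split them by bait primer, trimmed them and mapped reads of at least 30 bp to mm10 with Bowtie1, allowing 0 mismatches. With fourSig they assigned the reads to *Dpn*II fragments. They then removed self-ligated reads, uncut reads and reads on fragments with 1 or more reads in the control. Significant interactions were called by the authors in each replicate with fourSig (window of 3 fragments, 1000 iterations, fdr 0.01, fdr.prob 0.05). This was done for the whole of chromosome 16 and, separately, for the region from 92250000 to 93635000. The calls of both replicates were intersected. The deposited list of each bait gives the position and category of each fragment called in both replicates, and its score column, as deposited by the authors, is a constant of 1000 and not a measurement. On checking, every listed fragment coincided with 1 *Dpn*II fragment, and every category 1 fragment was listed again among categories 1 and 2.

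The lists hold no read counts and no values per replicate. The depth behind an interaction is therefore unknown, and no spread between replicates could be computed. The Wilson intervals (95%) and the tests treat interactions as the units counted and cover counting error only. Neighbouring interactions are not independent, so these intervals are at best approximate. For pairs of baits the counts were added, not merged. A stretch called from both baits of a pair therefore counted once for each, and the p-values of pair tests overstate the evidence.

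The reference was GRCm38.p6, whose chromosome coordinates are those of mm10. *Dpn*II, *Mse*I and *Bfa*I sites were located in its sequence of chromosome 16. Bait and cloning primers from Supplementary Table S3 were located with edlib 1.3.9.post1, allowing 1 difference, in the region from 92250000 to 93635000 only. The −368, +24 and +110 elements were placed by the distance in their names from the P1 start site, with 500 bp to each side, because the authors amplified them from a plasmid and no primers placed them on the genome. Genes were those with a curated RefSeq transcript. GENCODE M21 served as an alternative annotation. Computation used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

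Fragments that overlapped or abutted were merged into 1 interaction. An interaction was inside the domain when its midpoint lay in the region that the authors called separately. Shares of interactions outside the domain, and upstream of P1, were compared between baits by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment (9 and 2 comparisons). The similarity of a bait with its cc bait was the Jaccard index of covered bases, with an exact permutation of the pairing. Enhancers were counted as contacted within 2 kb, as in the paper. Their number was compared with 10000 draws of positions at the same distance from the bait, within 20%. The overlap of interactions outside the domain with genes was compared with 10000 circular shifts along a span that includes the domain. Both of these procedures were tested on simulated data, in which they called 2.5% and 2.0% of 200 data sets without an effect and 100% of those with a planted one, at a threshold of 0.05. The simulated interactions were scattered evenly and the planted effects were strong, so the 100% does not give the power in these lists. For +24, contact with 9 of 9 enhancers, the most possible, gave an unadjusted p of 0.0664 (permutation test).

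The choices, their alternatives and the tests described above were written down before the data were examined, apart from the alternatives named below as chosen later. The comparisons at the domain's edges and of the share of category 1 interactions, given among the other observations, were chosen after their results were seen. The alternatives were: fragments not merged, or merged up to 1 or 5 kb apart; category 1 only; the domain taken from *Clic6* to *Setd4*, or inside counted from any base; length covered in place of counts; interactions within 20 or 50 kb of the bait left out; upstream counted from each bait; other measures of overlap; 0 or 5 kb in place of 2 kb; baits without their cc baits; positions drawn anywhere in the domain; and gene bodies alone, 5 kb upstream, or protein-coding genes alone. Chosen after the data were seen were merging over 4 bp, drawing enhancers in blocks, a wider stretch around the elements placed by name, the lengths of their cloned fragments or a move of these elements by 500 bp, GENCODE or all RefSeq genes, and leaving out interactions more than 5000 kb from the bait.

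The genes named in the text are those that the paper names, and, of genes that it does not name, those overlapped outside the domain by both +24 and +24cc. Other genes named were chosen after their values were seen. Hi-C, Capture Hi-C, ChIP-seq, DNase I and transcript data, the zebrafish assays and read-level 4C-seq profiles were not analysed here.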

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

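The tests for repeated sequence and against shifted positions were chosen before their results were seen, and no test in this part was chosen afterwards.

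The +24 interaction farthest from its bait lay 16.21 Mb downstream of it, from 76591033 to 76592160 on chromosome 16 (mm10). It drew attention because the paper does not report on it and because no other interaction of +24 or +24cc lay more than 5061 kb from its bait. It was made of 2 fragments, both category 1, and +24cc had no counterpart to it. It overlapped no gene, and the nearest, *Gm30726*, named here after its values were seen, was 39.8 kb away. Fragments with reads in the non-ligated control had been removed by the authors, but the depth of that control is unknown. Of its 30-base words, 5.64% occurred more than once on chromosome 16, against a median of 3.43% over 96 other interactions of +24 and +24cc outside the domain. Left out of these 96 were 1 too short to hold such a word and the +24cc interaction of many short fragments described below. This argues against reads from repeated sequence of the same chromosome, while other chromosomes were not searched. A chance ligation product shared by both replicates and a real contact both stay open, since the list gives no read counts. All libraries come from 1 cell line without a treatment, so no biological explanation was tested.

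Among the interactions outside the domain, 37 (15 of +24 and 22 of +24cc) overlapped no curated RefSeq gene and no stretch 2 kb upstream of one. They drew attention because the paper describes the contacts outside the domain through genes and promoters. Of the 15 from +24, 7 overlapped an interaction of +24cc. The largest group lay between *Itsn1* and *Mrps6*, from 91936944 to 92050291, with 5 interactions of +24 and 7 of +24cc, and 4 of those of +24 overlapped one of +24cc. Curated RefSeq has 0 genes in that stretch, GENCODE has 4, and RefSeq with predicted genes has 5. The share of interactions that did overlap a gene was 61.5% for +24 and 63.3% for +24cc. Means after shifts along the span from each bait's first to last interaction, the domain included, were 31.9% and 50.0% (one-sided permutation tests, p = 0.0806 and 0.176). Without interactions more than 5000 kb from the bait, an alternative chosen after the data were seen, the ratio for +24 fell from 1.93 to 1.14. An excess of interactions without a gene was not tested. Independent random ligation would place the interactions of +24 and +24cc apart, and of the 38 interactions of +24 outside the domain within 5000 kb of the bait, 14 overlapped one of +24cc, against 1.57 expected after shifts (p = 0.000700, permutation test). This argues against it for that set, although 8.86 were expected after shifts of 10 to 100 kb (p = 0.0045, permutation test). Both baits were amplified from the same ligated DNA, so random ligation with a bias that they share stays open. One of the 22, a +24cc interaction from 90188581 to 90190247, was made of 26 fragments with a median length of 22 bp and 0 category 1 fragments. In it 32.4% of the 30-base words were repeated, a minority but above the highest of those 96, 30.2%. For this interaction, repeated sequence and a real contact cannot be told apart, because the value lies between what each predicts. No biological explanation was tested.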

How the results depend on the processing

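No test in this part was chosen after its result was seen, but some alternatives were, and they are named as such where they appear. No paired analysis was possible because the lists pool both replicates. For the same reason the alternatives that leave out 1 replicate at a time and the replicate block were not run. A count of interactions in kb has no meaning, so length covered was used for shares and odds ratios only. Unless stated, the cause of a change was not tested.

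Over 45 results, 303 alternative values were computed. Of these, 245 stayed within the limits set for no change, 46 moved beyond them without a test, 1 fell below its threshold, 3 rose past it and 8 reversed. The limits were wide: an odds ratio that fell from 12.3 to 3.00 on the same side of 0.05 counted as unchanged. Some alternatives, such as the domain from *Clic6* to *Setd4*, altered no number of interactions inside or outside. The 245 is therefore not a measure of robustness. The odds ratio of the +24 pair for lying outside the domain kept its direction in all alternatives, from 16.8 (fragments up to 4 bp apart merged, chosen after the data were seen) to 27.3 (not merged). That of the P1 pair against the P2 pair for lying upstream of P1 kept its direction and its side of 0.05 wherever it was tested, from 3.00 (upstream of each bait itself) to 19.3 (not merged). That of the +24 pair fell to 1.78 (p = 0.0965, exact test) when upstream was counted from each bait itself, since P2 interactions between P2 and P1 then count as upstream. Over its other alternatives it lay between 3.75 and 8.90.

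By construction, counts changed with merging. Not merged, the fragments inside the domain numbered 520 (P1cc), 389 (P1), 682 (+24), 802 (+24cc), 312 (P2cc) and 309 (P2), and those outside 16, 6, 231, 404 and 2 for the baits other than P2, which kept 0. With fragments up to 5 kb apart merged, the interactions inside numbered 21, 22, 23, 26, 16 and 15 in the same order of baits. Category 1 alone left 26 for P1cc, 31 for +24 and 28 for +24cc. The share outside was 2.99% (P1cc), 25.3% (+24), 33.5% (+24cc) and 0.637% (P2cc) when not merged, and 61.0% (+24) and 64.4% (+24cc) when merged up to 5 kb. With category 1 alone it was 55.1% (+24) and 61.1% (+24cc), and by length covered 1.23% (P1), 27.6% (+24) and 34.8% (+24cc).

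The Jaccard index of P1 and P1cc was 29.5% with category 1 alone. With interactions within 20 kb of the bait left out it was 24.9% (P1 pair), 42.5% (+24 pair) and 24.7% (P2 pair), and for the +24 pair on the whole of chromosome 16 it was 35.6%. As the share of interactions with 1 bp of overlap, similarity was 65.0% (P1 pair), 70.3% (+24 pair) and 69.6% (P2 pair), and with 50% of their length overlapped it was 46.25%, 55.9% and 50.0%. In each of the 5 alternatives the real pairing had the highest mean of the 6.

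With direct overlap only, the P1 pair contacted 6 enhancers in place of 8 and the P2 pair 1 in place of 2. Direct overlap at category 1 left 4 in place of 6 for the P1 pair, 4 in place of 9 for the +24 pair and 1 in place of 2 for the P2 pair. With the −368, +24 and +110 elements given the lengths of their cloned fragments (471, 529 and 579 bp), chosen after the data were seen, the P1 pair contacted 7 enhancers in place of 8, and 5 in place of 6 at category 1, because +110 then lay 2.08 kb from the nearest P1 interaction. Moving these 3 elements by 500 bp, since their names give their place to the nearest kb, was also chosen after the data were seen. Upstream it gave the P1 pair the same 7 and 5, and downstream 8 and 6. The counts of the other pairs did not change in either alternative. The ratio of enhancers contacted to distance-matched positions had adjusted p over 0.05 for all 6 baits in the reported setting, and its direction was not stable. The smallest adjusted p against distance-matched positions in any alternative was 0.0936, for +24 at category 1 (ratio 1.56, permutation test). For P1cc it rose above 1 with direct overlap (1.16), within 5 kb (1.40), at category 1 (1.04) and against positions anywhere inside the domain (1.63). It fell below 1 for P1 with direct overlap (0.882) and for P2 with direct overlap (0.909) and within 5 kb (0.917), and rose above 1 for P2cc within 5 kb (1.09). Against positions anywhere inside the domain it passed 0.05 for P1 (2.97, adjusted p = 0.0124), +24 (2.86, adjusted p = 0.0006) and +24cc (2.57, adjusted p = 0.0009), all by permutation. That setting does not match the distance from the bait. With the enhancers of each block drawn together, chosen after the data were seen, the smallest adjusted p was 0.236. With the cloned lengths, also chosen afterwards, it was 0.232, and the ratio for P1 was 1.24 (adjusted p = 0.708, permutation test).

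The genes overlapped by +24 outside the domain rose from 16 to 27 with GENCODE genes, chosen after the data were seen. Without interactions more than 5000 kb from the bait, also chosen afterwards, the ratio of +24 interactions at genes to shifted positions fell from 1.93 to 1.14 (p = 0.299, permutation test). This removed 1 interaction of +24 and shortened the span along which the others were shifted. The unknown depth limits every count: an interaction missing from a list was not detected, and the lists do not show that it is absent.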

Differences from the paper's values

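No test was made in this part, and 2 of the alternatives, merging fragments up to 4 bp apart and the cloned length of +110, were chosen after the values were seen. A count within 1.5-fold of the paper's approximate value was not treated as different, which is a wide limit. Read as interactions inside the domain, the paper's numbers were higher for 5 baits. The +24cc bait had 57 against about 75 in the paper, and +24 had 54 against about 60. P1cc (45), P1 (35) and P2cc (26) also lay below the paper's values, and P2 had 30, as in the paper. Where the paper gives a range for a pair, its higher end was assigned to the cc bait.

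The paper's text gives the connections of the +24 enhancer outside the domain as up to 33% of all connections formed. The largest share found was that of +24cc, 51.3% of its merged interactions. Of the alternatives set before the data were examined, 2 came close to the paper's value, slightly above it: fragments counted singly, not merged (33.5%), and length covered in kb (34.8%). The others did not: fragments up to 1 kb apart merged (55.3%), fragments up to 5 kb apart merged (64.4%), category 1 only (61.1%), the domain from *Clic6* to *Setd4* (51.3%) and inside counted from any base (51.3%). Merging over 4 bp, chosen after the values were seen, gave 50.0%.

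Supplementary Table S1 gives the contact of the P1 baits with +110 as direct, and the nearest P1 interaction was 1866 bp from the element as placed by its name, or 2077 bp with the length of its cloned fragment (579 bp, chosen after the values were seen). The same table gives the contact of the P1 baits with −48 as lying within 2 kb of it, and an interaction of P1cc (92874799 to 92883082 on chromosome 16, mm10) overlapped the end of the cloned element.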

Other observations

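The comparisons at the domain's edges and of the share of category 1 interactions were chosen after their results were seen, and the other tests in this part were chosen before.

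Inside the domain no bait had an interaction in the outermost stretches of the region that the authors called separately. Just beyond the region's upstream edge +24 had interactions, and +24cc had them beyond both edges. P1cc also had 2 interactions within 150 kb beyond the upstream edge and P1 had 1, while P2cc and P2 had 0 beyond either edge. Within 150 kb of the edges, +24 had 0 interactions on the inner side and 9 on the outer side (two-sided exact binomial test, p = 0.00391), and +24cc had 0 and 15 (p = 6.1e-05, same exact test). The 9 of +24 all lay beyond the upstream edge, and at the downstream edge it had 0 on either side. Of the 15 of +24cc, 8 lay beyond the upstream edge and 7 beyond the downstream edge. The number of *Dpn*II fragments on the inner side was 94.5% of that on the outer side, which argues against fewer fragments as the cause. Of the +24 interactions, 38 of 39 outside and 31 of 54 inside held a category 1 fragment, and for +24cc the numbers were 44 of 60 and 28 of 57 (two-sided Fisher's exact tests, the larger p = 0.00827). A candidate explanation for both patterns is the separate calling, in which a fragment near the edge competes with the strong signal around *Runx1* when called within the region and with the weak signal of the chromosome when called outside it. Both results are what this predicts, but they were found and tested on the same lists, and calling the whole chromosome in 1 step would need the read counts. If it holds, the numbers inside and outside the domain are not on one scale.

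The larger share of interactions outside the domain for +24 and +24cc than for the P1 and P2 baits was weighed against technical explanations. *Dpn*II fragments with a site for the second enzyme of the +24 libraries were 1.19 times as frequent as those with a site for that of the others, and this would raise the numbers inside and outside alike, but the odds ratio of lying outside was 17.3, which argues against it as the whole cause. Random ligation that is independent between the libraries predicts no more overlap between +24 and +24cc than after circular shifts. Of the 38 interactions of +24 within 5000 kb of the bait, 14 overlapped one of +24cc, against 1.57 expected (one-sided permutation test, p = 0.000700) and 8.86 expected after shifts of 10 to 100 kb (p = 0.0045, permutation test). This argues against ligation that is independent between them, and the second value shows that much of the overlap is shared between neighbouring positions. By the paper's methods both baits were amplified from the same ligated DNA, so random ligation with a bias that they share stays open. Called fragments had a GC content 0.9495 (+24) and 1.19 (+24cc) percentage points above uncalled fragments of the same 100 kb bins, higher in 12 of 16 and 13 of 21 bins (two-sided permutation of signs, smaller p = 0.0795). This compares fragments within +24 and +24cc only, with no P1 or P2 bait, so it cannot tell whether GC content plays a part in the difference between the baits. The second enzyme and the sequencing depth differ or may differ together with the bait, and 0 baits were prepared with both enzymes, so a property of the +24 libraries and one of the +24 enhancer cannot be told apart. The difference between an enhancer and a promoter stays open as an untested biological explanation.

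The P2 baits lie farther than the P1 baits from the region upstream of P1, which could by itself leave fewer P2 interactions there. At the same distance upstream of their own bait, at least 128.7 kb, the P1 pair had 36 of 80 interactions and the P2 pair 11 of 56 (two-sided Fisher's exact test, p = 0.00316). This argues against distance alone, although stretches called from both baits of a pair were counted once for each bait. The activity of P1 and silence of P2 in these cells, which the paper describes, stays open as a biological explanation, since no cells with an active P2 were compared. Sequencing depth per bait is unknown and stays open too.

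A hypothesis of specific contact predicts that the baits contact the putative enhancers more often than positions at the same distance. The smallest adjusted p of the 6 baits was 0.257, for +24 with 9 enhancers contacted against 6.74 positions expected (one-sided permutation test). With category 1 interactions alone, an alternative set before the data were examined, it was 0.0936, also for +24 (ratio 1.56, same permutation test). For +24 and +24cc, specific contact and a contact frequency set by distance cannot be told apart here. Both contact most matched positions, and 9 of 9 is the most that can be seen, with an unadjusted p of 0.0664 for +24. Of the other baits, P1 (6 against 4.06, adjusted p = 0.280) and P2 (2 against 1.65, adjusted p = 0.736) contacted more enhancers than expected by the same permutation test. P1cc (4 against 4.68) and P2cc (1 against 1.54) contacted fewer. For these baits no excess was detected. The elements had also been chosen partly for their interactions, which would favour a positive result.

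Some listed fragments were shorter than the 30 bp required of a mapped read. They made up from 4.21% (P2) to 6.53% (P1cc) of the fragments of a list, against 6.68% of all *Dpn*II fragments of the domain. Since significance was called in windows of 3 fragments, a listed fragment need not hold reads of its own.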
